# Transcriptomic plasticity of cholinergic adipose macrophages in the acute thermogenic response

**DOI:** 10.1016/j.jbc.2025.110925

**Published:** 2025-11-07

**Authors:** Alexander J. Knights, Evan J. Kim, Shanshan Liu, Jun Wu

**Keywords:** adipose tissue, macrophage, acetylcholine, transcriptomics, single-cell RNA-seq

## Abstract

Cholinergic adipose macrophages (ChAMs) have recently been shown to regulate the acute thermogenic response in subcutaneous white adipose tissue, yet their transcriptomic dynamics are poorly understood, and little is known about their origins or identity. Using single-cell RNA sequencing (scRNAseq), we profiled ChAT-eGFP+ cells (expressing choline acetyltransferase) from subcutaneous white adipose tissue of mice housed at thermoneutrality or after acute cold exposure. We identified twelve distinct clusters of ChAT-expressing cells, predominated by hematopoietic cell types. Specifically, ChAMs exhibited increased proportions and *Chat* expression after acute cold. Widespread differential gene expression was induced in ChAMs after cold compared to thermoneutrality, with cold-enriched pathways in immune signaling, chemotaxis, and metabolism. Several ChAM subsets were uncovered that resembled previously reported adipose macrophage subpopulations. ChAMs were predicted to have mixed origins, derived from adult bone marrow and embryonically. These findings provide a high granularity assessment of cholinergic immune cells in fat, and we highlight the transcriptomic plasticity and mixed origins of ChAMs, suggesting their therapeutic potential for metabolic diseases.

The significant influence that adipose tissue has on systemic energy balance and whole-body metabolic health has long been recognized. Adaptive thermogenesis in adipocytes can be considered a “fight or flight” response towards environmental challenges such as cold exposure, and sympathetic (adrenergic) regulation of this process has been the subject of numerous investigations (1). However, this paradigm has broadened since the identification of cholinergic receptor nicotinic alpha two subunit (CHRNA2) as a key regulator of thermogenic beige adipocyte function in both mice and humans (2, 3, 4, 5). The broad consensus within the adipose field is that there is no significant presence of parasympathetic innervation within subcutaneous adipose tissue (6), where beige adipocytes are prominent. Recently, it was revealed that acetylcholine derived from immune cells expressing choline acetyltransferase (ChAT) within subcutaneous adipose tissue regulates CHRNA2-dependent signaling in activated beige adipocytes *via* paracrine crosstalk (2, 7). In particular, cholinergic adipose macrophages (ChAMs) have been shown to regulate the thermogenic response to acute cold challenge (7).

As evidenced by these intricate crosstalk interactions during thermogenic activation, adipose tissue is a dynamic organ, home to diverse cell types and highly responsive to internal and external cues (8, 9). Amongst the plethora of cell types that influence fat function, immune cells such as macrophages have been extensively investigated for their essential regulatory role in controlling fat activity and the thermogenic response (10, 11). Up until recently, single-cell analyses such as flow cytometry were the main approaches underpinning our knowledge of cellular identities and diversity in tissues like fat, but despite progress in multiparametric analysis, these approaches suffered from low dimensionality. However, more recent advances in single-cell and -nucleus RNA-sequencing technologies have allowed for whole-transcriptome profiling and brought paradigm-shifting changes to our understanding of the complex nature of adipose tissue composition and molecular patterns in metabolic normalcy and dysfunction (12, 13, 14, 15).

Here, we used single-cell RNA-sequencing (scRNAseq) to investigate the cellular and transcriptomic signatures and dynamics of cholinergic immune cells from subcutaneous adipose tissue of mice housed at either thermoneutrality (30 °C) or after thermogenic activation by acute cold exposure (4 °C).

## Results

### Identification of ChAT-expressing cell types by gene signature

Previously we characterized ChAT-expressing cells in adipose tissue by flow cytometry using ChAT^BAC^-eGFP mice (2, 7). For a more granular characterization of adipose cholinergic cells, based on their transcriptomic signature, we performed single-cell RNA-sequencing (scRNAseq) on ChAT-eGFP+ cells from the stromal vascular fraction (SVF) of subcutaneous inguinal white adipose tissue (IWAT). ChAT-eGFP mice were housed at thermoneutrality (30 °C) for 3 weeks then given an acute cold challenge at 4 °C for 4 h, or kept at thermoneutrality (Fig. 1*A*). IWAT was harvested and digested to yield the SVF, from which ChAT-eGFP+ cells were sorted by FACS (Fig. 1*B*) and prepared for 3′ GEX scRNAseq. 

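Libraries from 2 biological replicates per temperature were sequenced, each made from the ChAT-eGFP+ cells of 4 pooled mice, so that 4 libraries entered every comparison. The mice taken to 4 °C had spent 24 h at room temperature before the 4 h of cold, a step that the mice kept at 30 °C did not share. The deposited matrices hold the number of unique molecular identifiers (UMIs) per gene and cell from Cell Ranger 3.0.0, without normalization, after alignment to mm10 by the authors. At 30 °C, replicates 1 and 2 held 6883 and 6881 cells with 76058112 and 84317319 UMIs in total. At 4 °C, they held 6272 and 6618 cells with 80973104 and 84468931 UMIs. The median depth of these cells lay between 7505 and 8210 UMIs. Cells of one library are not independent replicates, so UMI counts were summed per library and cell type. The 4 sums of a cell type were compared between temperatures with edgeR 4.0.16, using TMM normalization, edgeR's filter on low counts and the quasi-likelihood test, with Benjamini-Hochberg adjustment over all genes tested. Fold changes are on the log2 scale and are positive where a gene was higher at 4 °C. Shares of cells and scores were compared between libraries by a two-sided exact permutation test, which cannot go below p = 0.333 with 2 libraries against 2. Confidence intervals of shares are exact 95% Clopper-Pearson intervals, which cover counting error only. Where a number of UMIs per cell or equal depth is stated, UMIs were drawn at random until every cell had that number, and cells with fewer UMIs were left out. Other shares use all UMIs of each cell and are not corrected for depth. Genes are given by their symbol, with positions on mm10 from the GENCODE M21 annotation.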

Cell viability for sorting was ∼80% and, in line with our previous findings using room temperature as a baseline (2, 7), acute cold exposure increased the proportion of ChAT-eGFP+ cells compared to thermoneutrality (Fig. S1, *A* and *B*). Following rigorous quality control and filtering of sequencing data, a total of 10,579 cells and 10,674 cells, from 30 °C and from 4 °C respectively, were used for downstream scRNAseq analyses (Fig. S1*C*). 

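The filters of the methods were applied to each library in turn. Cells with at least 100 genes and genes found in at least 10 cells were kept, then cells with more than 200 and fewer than 5000 genes, and then cells with less than 7.5% mitochondrial counts. Of 13764 starting cells at 30 °C, 13749, 13005 and 10579 cells remained after the 3 steps. Of 12890 starting cells at 4 °C, 12871, 12025 and 10674 remained. The cells kept were thus 76.9% of the cells at 30 °C and 82.8% at 4 °C, and between 75.4% and 85.0% per library. Replicates 1 and 2 kept 5191 and 5388 cells at 30 °C and 5329 and 5345 cells at 4 °C. The cells kept had a median of 7862 and 7518.5 UMIs in the replicates at 30 °C and of 8067 and 7984 UMIs at 4 °C. A mitochondrial limit of 15% moved the number of cells most, from 21253 to 23717 over both temperatures.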

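The 21253 cells of the 4 libraries were merged without batch integration and clustered in Seurat 5.3.0 on 2000 variable genes, 25 principal components and a resolution of 0.1. This gave 13 clusters of 100 to 8272 cells, and every cluster held cells of all 4 libraries. The number of clusters was 15 at a resolution of 0.2, 11 with no upper limit on genes per cell and 12 after removal of the cells that Scrublet, which compares each cell with simulated doublets, marked as doublets.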

ChAT+ cell types were visualized using UMAP dimensionality reduction agnostic to condition (Fig. 1*C*), revealing 12 distinct clusters (0–11) based on unique gene expression signatures. The identities of these clusters were determined using unbiased cell cycle phase analysis, targeted gene marker analysis, and the use of a cluster identity prediction tool called CIPR (16) (Figs. 1, *C*–*E* and S1, *D*, *E*, and Table S1). 

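Clusters were named from lists of marker genes. The largest were 8272 B cells (Ighd, Fcmr, Cd79a), 5767 αβT cells (Trac, Cd3d, Foxp3) and 1325 proliferating T cells (Birc5, Top2a, Stmn1). ILCs (Il13, Il17rb) numbered 1303 cells, macrophages (C1qa, Lyz2, Mrc1) 1147 and proliferating B cells (Rgs13, Mef2b) 993. The ɣδT cell cluster (Trdc, Tcrg-C1, Il17a) held 786 cells, of which 263 and 330 came from the replicates at 30 °C and 144 and 49 from those at 4 °C. Smaller clusters were 451 plasma cells (Jchain, Iglv1), 348 DCs (Fscn1, Ccl22), 216 stromal cells (Col3a1, Dcn) and 100 lymphatic endothelial cells (Mmrn1, Cldn5). A cluster of 261 cells carried T cell genes and some NK genes. Eomes was detected in 92.7% of these cells and Cd3d in 99.6%, against 0.0967% and 6.00% of B cells, at median depths of 8507 and 7754.5 UMIs. Nkg7 was detected in 88.9% of the cluster, but the NK genes Klrd1 (8.05%), Klrk1 (2.30%), Klra1 (0.766%), Klrb1c (0%) and Ncr1 (0%) were detected in few or none of its cells. The remaining cluster held 284 cells, of which 93.7% carried UMIs of both the B cell gene Cd79a and the T cell gene Cd3e. Both genes were found together in 2.44% of B cells and in 8.70% of αβT cells. The median depth of this cluster was 13384.5 UMIs, above the 7754.5 UMIs of B cells and the 5741 UMIs of αβT cells, and Scrublet marked 89.4% of its cells.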

We detected B cells (cluster 0) and plasma cells (cluster 8), αβT cells (cluster 1) and ɣδT cells (cluster 6), innate lymphoid cells (ILCs, cluster 3), macrophages (cluster 4) and dendritic cells (DCs, cluster 9), natural killer T cells (NK T cells, cluster 7), proliferating T cells (cluster 2) and B cells (cluster 5), and small populations of stromal (cluster 10) and lymphatic endothelial (cluster 11) cells. These cell populations broadly corroborate those we originally characterized using flow cytometry (2, 7) but with greatly increased resolution and the ability to assess global gene expression, functions, differentiation, and activation dynamics on a per-cell basis.

**Figure 1:**
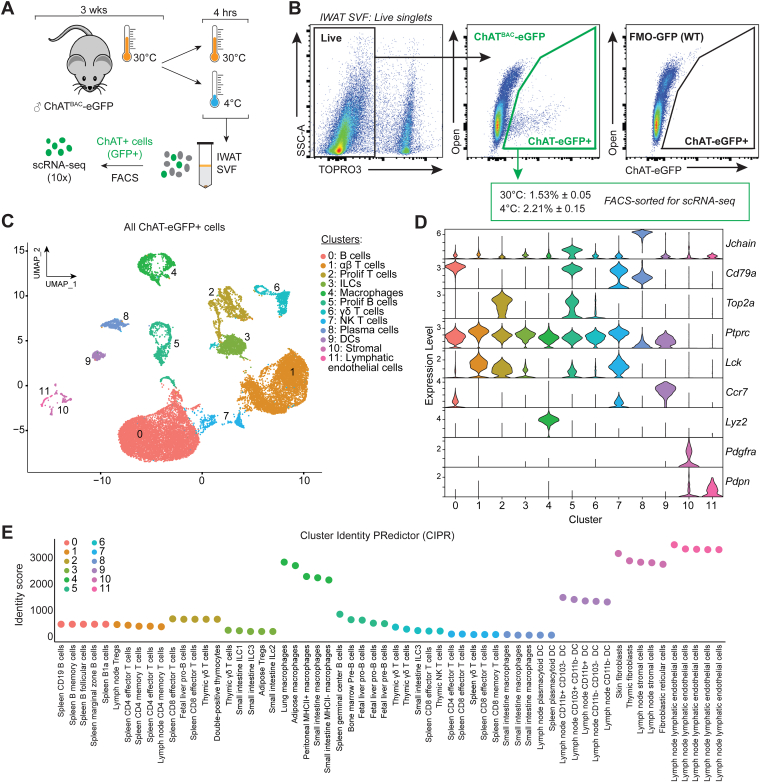
**Identification of ChAT-expressing cell types by gene signature.***A*, schematic showing the experimental workflow (n = 2 biological replicates per condition). Mice were housed at thermoneutrality (30 °C) then acutely challenged with cold (4 °C) or kept at thermoneutrality for 4 h, prior to FACS sorting of ChAT-eGFP+ cells from inguinal white adipose tissue stromal vascular fraction (IWAT SVF). *B*, FACS gating of live, single ChAT-eGFP+ cells. Cells from wild-type (WT) mice were used as a fluorescence-minus-one (FMO) control for GFP. Mean proportion of ChAT-eGFP+ cells as a percentage of all live single cells is given ± SEM. *C*, UMAP plot showing 12 clusters (0–11) of ChAT-eGFP+ cells from IWAT SVF; both conditions merged. Prolif: proliferating; ILCs: innate lymphoid cells; NK T: natural killer T cells; DCs: dendritic cells. *D*, Violin plots showing expression of cluster-defining marker genes. *E*, output from cluster identity predictor (CIPR) program showing the top five predicted cell types for each cluster based on gene signatures from RNA-seq of FACS-sorted murine cell types.

### Cholinergic adipose macrophages are responsive to acute cold challenge

Following on from our detailed characterization of cholinergic cell types in IWAT, we sought to assess the effect of acute cold challenge on these cells. Since total cell abundance cannot be directly assessed in scRNAseq when the number of input cells per condition is equalized, we instead analyzed cell type proportions between conditions. The proportional breakdown of broad ChAT+ cell populations closely resembled our original findings (2, 7) (Figs. 2*A* and S2*A*). 

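The broad populations were built from the clusters here, with B cells and proliferating B cells counted as B cells, and αβT and ɣδT cells as T cells. Proliferating T cells were kept apart. B cells made up 45.1% ± 0.899 (SD, n = 2 libraries) of cells at 30 °C and 42.1% ± 8.54 at 4 °C (exact permutation p = 1). The replicates at 4 °C differed, with 36.1% (34.8 to 37.4) in replicate 1 and 48.2% (46.8 to 49.5) in replicate 2. Without replicate 1 at 4 °C, the B cell share was 3.10 percentage points higher at 4 °C, whereas over all libraries it fell by 2.94 points. T cells made up 30.7% ± 0.757 at 30 °C and 31.0% ± 1.21 at 4 °C (exact permutation p = 0.667). This difference of 0.328 points was smaller than the spread between replicates. It was 2.41 points with a mitochondrial limit of 15% and 1.03 points with no upper limit on genes per cell (exact permutation p = 0.333 for each). Within T cells, the share of αβT cells among all cells was 25.1% at 30 °C and 29.2% at 4 °C, and that of ɣδT cells 5.60% ± 0.748 and 1.81% ± 1.26 (exact permutation p = 0.333 for each). ILCs, DCs, plasma cells, the cells with NK and T cell genes and the cells with B and T cell genes together made up 12.5% and 12.4%.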

Extending on these original findings, we showed by flow cytometry that ChAT-eGFP+ immune cells were elevated in acute cold exposure compared to room temperature and thermoneutrality (Fig. S2*B*). The scRNAseq data showed significant *Chat* transcript elevation in cells at 4 °C compared to 30 °C, and overall cholinergic signaling was increased based on composite expression of genes in the acetylcholine pathway (Fig. S2, *C* and *D*). 

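Chat lies on chromosome 14 from 32408203 to 32465989 on the minus strand. Between 3285 and 4900 Chat UMIs were counted per library over all cells kept. Chat made up 61.5 and 71.1 CPM (UMIs of a gene scaled to a common total of UMIs per library) in the replicates at 30 °C and 80.4 and 89.9 CPM at 4 °C. The log2 fold change was 0.27 (standard error 0.10, adjusted p = 0.228 and unadjusted p = 0.0436 from edgeR, over 15019 genes), with both libraries at 4 °C above both at 30 °C. The share of cells with a Chat UMI was 34.7% ± 1.75 (SD, n = 2 libraries) at 30 °C and 42.5% ± 1.83 at 4 °C (exact permutation p = 0.333). Stromal cells had the lowest share of all clusters, 4.17%, at a median depth of 8946.5 UMIs against 7873 over all cells. The alternative that moved the fold change most was the limit to cells with a Chat UMI, as in the paper's violin plots, where the mean log2 of normalized Chat was 0.042 higher at 4 °C (exact permutation p = 0.667).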

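The ACh pathway score was computed with AddModuleScore from Chat, Ache, Slc18a3, Adora2a, Chdh and Chka, in cells reduced to 4300 UMIs. Its mean was -0.00173 ± 7.62e-05 (SD, n = 2 libraries) at 30 °C and 0.00767 ± 0.00494 at 4 °C, a difference of 0.00941 (exact permutation p = 0.333). With all UMIs of each cell, the difference was 0.0120. Of the genes beside Chat, Adora2a had a log2 fold change of 0.23 (standard error 0.10, adjusted p = 0.267), Slc18a3 of 0.11, Chka of -0.037 and Chdh of -0.068. Ache had too few counts to be tested.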

Of note, our scRNAseq data provided additional support for the observation that cholinergic macrophages (ChAMs, cluster 4) proportionally increase relative to other cholinergic cell types in IWAT following cold exposure (7) – this time with thermoneutrality as the baseline control (Fig. 2, *A*–*C*). 

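The macrophage cluster held 198 and 217 cells in the replicates at 30 °C and 520 and 212 cells at 4 °C. Its share of cells was 3.81% (3.31 to 4.37) and 4.03% (3.52 to 4.59) at 30 °C, and 9.76% (8.97 to 10.6) and 3.97% (3.46 to 4.52) at 4 °C. The mean was 3.92% ± 0.151 (SD, n = 2 libraries) at 30 °C and 6.86% ± 4.10 at 4 °C, a difference of 2.94 percentage points (exact permutation p = 0.667). Replicate 2 at 4 °C lay between the replicates at 30 °C. Without replicate 1 at 4 °C, the difference was 0.0454 points, and without replicate 2 at 4 °C it was 5.84 points. With a mitochondrial limit of 15%, no upper limit on genes per cell or doublets removed, the difference was 3.20, 2.89 and 2.90 points, and both replicates at 4 °C lay above both at 30 °C (exact permutation p = 0.333 for each, the smallest possible). With cells taken by macrophage marker genes in place of the cluster, it was 2.28 points (exact permutation p = 1).

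**Figure D1:**
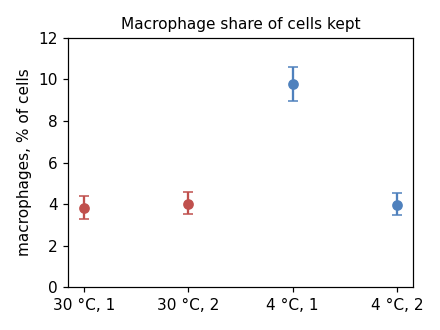
Macrophages as a percentage of the cells kept in each of the 4 libraries, with 95% Clopper-Pearson intervals as error bars. Replicate 1 at 4 °C sits at 9.76% and the other libraries between 3.81% and 4.03%.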

Cells in the macrophage cluster were computationally isolated for more targeted analyses without confounding noise from other ChAT+ cell types. Pairwise differential gene expression analysis revealed significant transcriptional changes in ChAMs after cold exposure compared to thermoneutrality, with 688 differentially expressed genes (DEGs) using a *padj*<0.05 cutoff (Fig. 2*D* and Table S2). Among these, *Chat* transcript itself was significantly up-regulated in cold ChAMs (Fig. 2*E*), corroborating prior results showing elevated ChAT-eGFP signal intensity following cold exposure (7). 

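Macrophage sums were made after removing the subclusters with B cell genes (59 cells) and T cell genes (54 cells), since the methods remove contaminating B and T cells. They held 175 and 198 cells at 30 °C and 475 and 186 cells at 4 °C, with 1784864, 2002728, 4179814 and 1775570 UMIs. Of 9465 genes tested, 1458 had an adjusted p under 0.05 from edgeR, 742 higher and 716 lower at 4 °C, and 2695 had an unadjusted p under 0.05. Over the alternatives tried, the number ranged from 689, with a Wilcoxon test over single cells, to 2079, with no filter on low counts. Of the 688 genes in the paper's Table S2, 686 were tested, 685 of these changed in the direction of Table S2 and 661 passed the threshold in that direction. Both lists come from the same cells. Of the 29 genes named in the Results that could be tested in macrophages, 11 passed the threshold over all genes tested and 18 when adjusted over the list alone. The study chose this list on the same samples, so the second count is not independent evidence.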

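The largest rises among genes past the threshold that changed the same way in all 4 comparisons of a library at 4 °C with one at 30 °C were those of Mmp13, Spp1, Apol7c, Mucl1 and Fscn1. Mmp13 (chromosome 9, 7272514 to 7283331) had 1 UMI at 30 °C and 151 at 4 °C, a ratio of 96.0 after correction for depth (95% counting interval 17.0 to 3818, adjusted p = 8.8e-05 from edgeR). Apol7c had 3 and 71 UMIs, a ratio of 15.1 (4.95 to 74.7). Spp1 rose from 4 to 105 UMIs, with a log2 fold change of 4.09 (standard error 0.71, adjusted p = 0.00394), which was 2.89 without replicate 2 at 4 °C. Mucl1 rose from 40 to 835 UMIs (log2 fold change 3.55). Its log2 fold change was 2.42 without replicate 1 and 7.22 without replicate 2 at 30 °C, and 5.34 without replicate 2 at 4 °C. Fscn1 rose from 7 to 110 UMIs (log2 fold change 3.32), which was 2.22 without replicate 1 and 4.73 without replicate 2 at 30 °C. That of Apol7c was 2.54 without replicate 1 at 30 °C and 2.43 without replicate 2 at 4 °C. Apol7c, Mucl1 and Fscn1 did not pass the threshold with DESeq2, and Fscn1 and Apol7c also led the genes of the DC cluster. The largest falls were those of Ccl17, Ddit4, Ramp3, Tgfb3 and Apold1. Ccl17 had 126 UMIs at 30 °C and 0 at 4 °C, where it was at least 66.0-fold lower. Ddit4 (chromosome 10, 59949669 to 59951834) had 1292 and 17 UMIs and a log2 fold change of -6.95 (standard error 0.20, adjusted p = 1.9e-07). Ramp3 had 48 UMIs at 30 °C and 1 at 4 °C, a ratio of 75.5 (12.9 to 3042), and Apold1 36 and 1, a ratio of 56.6 (9.53 to 2297). Tgfb3 had 121 UMIs at 30 °C and 3 at 4 °C, a ratio of 63.4 (21.2 to 312). Values with a library left out are differences of mean log2 CPM with a prior count of 2, which departs from the fitted value where counts are low or replicates differ. Over all 4 libraries this measure gave 3.45 for Spp1, 4.77 for Mucl1, 3.42 for Fscn1, 3.27 for Apol7c, 4.63 for Mmp13, -3.89 for Ramp3, -4.65 for Tgfb3 and -3.44 for Apold1. With a library left out it ranged from 4.30 to 5.13 for Mmp13, -4.09 to -3.69 for Ramp3, -4.79 to -4.36 for Tgfb3 and, over the 3 sets of libraries with a value, -4.04 to -3.24 for Apold1.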

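In macrophages, 13 and 8 Chat UMIs were counted in the replicates at 30 °C and 95 and 40 at 4 °C, which makes 7.28 and 3.99 CPM at 30 °C and 22.7 and 22.5 CPM at 4 °C. The log2 fold change was 1.96 (standard error 0.31, adjusted p = 0.00242 from edgeR), with both libraries at 4 °C above both at 30 °C. With each library left out in turn, it stayed between 1.50 (without replicate 2 at 30 °C) and 2.24. With the subclusters that carry B or T cell genes kept, it was 1.23. The share of macrophages with a Chat UMI was 4.05% ± 0.733 (SD, n = 2 libraries) at 30 °C and 9.21% ± 1.42 at 4 °C (exact permutation p = 0.333). At 4300 UMIs per cell it was 1.88% ± 1.87 and 5.35% ± 0.735 (exact permutation p = 0.333). In stromal cells it was 4.03% ± 5.70 at 30 °C and 3.39% ± 1.35 at 4 °C. The median depth of macrophages was 9631 and 9523.5 UMIs at 30 °C and 8204 and 9232.5 UMIs at 4 °C, and that of stromal cells 5401.5 and 8202.5 UMIs at 30 °C and 10712 and 9140 UMIs at 4 °C. At 30 °C the replicates of stromal cells gave 8.06% (2.67 to 17.8) and 0% (0 to 8.04), so the share in macrophages at 30 °C is not set apart from them. RNA of B and T cells in the macrophage droplets, estimated from their genes, would bring a mean of 5.07 CPM of Chat at 4 °C. Among the 15 macrophages at 30 °C and the 58 at 4 °C with a Chat UMI, the mean log2 of normalized Chat was 0.38 higher at 4 °C (exact permutation p = 0.667).

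**Figure D2:**
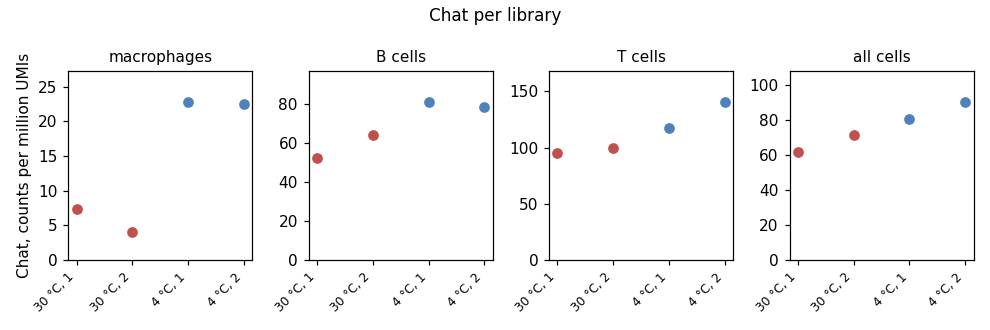
Chat in CPM, summed over the cells of each library, for macrophages, B cells, T cells and all cells. Each point is one library, and macrophages rise from at most 7.28 CPM at 30 °C to at least 22.5 CPM at 4 °C.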

B cells also showed elevated *Chat* in cold, but T cells did not (Fig. 2*E*). 

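In B cells, Chat made up 52.1 and 64.3 CPM in the replicates at 30 °C and 80.8 and 78.4 CPM at 4 °C. The log2 fold change was 0.36 (standard error 0.10, adjusted p = 0.172 and unadjusted p = 0.0122 from edgeR, over 11870 genes). In the B cell cluster without the proliferating B cells, it was 0.46 and passed the threshold (adjusted p = 4.9e-04). This cluster is itself an alternative for B cells, over which the adjusted p ranged from 4.9e-04 to 0.428. Without replicate 1 at 30 °C, the fold change in B cells was 0.23. In T cells, Chat made up 95.4 and 99.6 CPM at 30 °C and 118 and 140.3 CPM at 4 °C, a log2 fold change of 0.35 (standard error 0.08, adjusted p = 0.0261, over 11662 genes). It was 0.23 without replicate 2 at 4 °C. With a mitochondrial limit of 15% it was 0.12 and with no upper limit on genes per cell 0.13, and neither passed the threshold. In αβT cells alone, itself an alternative for T cells, the fold change was 0.067 (adjusted p = 0.645), with 118 and 131 CPM at 30 °C and 125 and 144 CPM at 4 °C. Over all alternatives for T cells, the adjusted p ranged from 0.00629 to 0.645. ɣδT cells had less Chat, 36.8 and 38.7 CPM at 30 °C and 65.5 and 63.1 CPM at 4 °C. Among cells with a Chat UMI, the mean log2 of normalized Chat was 0.063 higher at 4 °C in B cells (exact permutation p = 0.333) and 0.028 higher in T cells (exact permutation p = 0.667). The difference between cell types was tested as an interaction of cell type and temperature, with library as a factor. The fold change in macrophages exceeded that in T cells by 1.71 (standard error 0.30, adjusted p = 1.7e-04 from edgeR) and that in B cells by 1.64 (standard error 0.31, adjusted p = 0.0108). Between B cells and T cells, it differed by 0.0013 (standard error 0.12, adjusted p = 1). This depends on the mix of clusters, since between the B cell cluster and the αβT cell cluster alone, a setting chosen after the values had been seen, the fold change was 0.38 higher in B cells (standard error 0.098, adjusted p = 0.0363).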

*Adrb2* was up-regulated in cold ChAMs (Fig. S2*E*), relevant to our prior finding that β_2_-adrenergic signaling regulates ChAM function in thermogenic activation (7). Seeking to understand aggregate global changes beyond individual gene expression, we performed pathway analyses to identify enriched functions in ChAMs after cold exposure compared to thermoneutral housing. The top 100 up- and down-regulated DEGs, as ranked by *padj* value (Fig. 2*D* and Table S2), served as input for Gene Ontology (GO) and Reactome analyses using PantherDB (Figs. 2, *F*, *G* and S2, *F*, *G*). GO (Biological Process) analysis revealed deregulated functions covering various broad pathway themes, including signal transduction, migration and chemotaxis, immune and inflammation, metabolism, and cell proliferation. Closer interrogation of GO terms within the migration/chemotaxis and immune/inflammation themes revealed that, relative to thermoneutrality, ChAMs from 4 °C were enriched for pathways relating to trafficking of lymphocytes, NK cells, and eosinophils—all cell types that have been strongly linked to thermogenic activation (17, 18, 19, 20, 21, 22) —along with endothelial cell proliferation and monocyte/macrophage immune complex clearance (Fig. 2*G*). GO Molecular Function analysis revealed that cold-exposed ChAMs were enriched for chemokine signaling terms, ion binding, and cellular enzymatic activity (Fig. S2*F*) and Reactome analysis indicated that terms related to MHC class II presentation and heme scavenging were enriched in ChAMs after cold exposure (Fig. S2*G*). Together these data demonstrate the dramatic transcriptional changes that ChAMs undergo during acute cold exposure, and that these changes underlie enrichment of specific cellular functions related to inflammation, chemotaxis, cell signaling, and other broad functional domains, emphasizing the plasticity of these cells.

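Pathway databases were not used here. Gene sets for the 3 themes were tested in macrophages with limma's camera, with a preset correlation of 0.01 between genes, and with fry, which estimates it, each adjusted over 9 sets. Of 29 chemokines and chemokine receptors, 9 were higher and 7 lower at 4 °C past the threshold, with a median log2 fold change of 0.24 (adjusted p = 0.0145 from camera). The 3 largest rises past the threshold were those of Ccl12 (log2 fold change 2.98), Ccl7 (2.76) and Ccr2 (2.63). The largest falls were those of Ccl17 (126 UMIs at 30 °C and 0 at 4 °C, at least 66.0-fold lower), Cx3cl1 (-2.89) and Ccl6 (-1.68), followed by Cxcr4 (-1.62) and Ccl9 (-1.52). For the same genes, the median without replicate 2 at 4 °C was 0.0729, and without replicate 1 at 4 °C it was 0.697. With the filter on low counts applied anew, which kept 31 and 33 genes of the set, it was -0.0042 and 0.61. Of 10 genes of MHC class II presentation, 3 passed the threshold, Ciita (log2 fold change 1.87), H2-DMb1 (0.52) and H2-DMa (0.37, not past it with DESeq2, a mitochondrial limit of 15% or no upper limit on genes), and the median was 0.24 (adjusted p = 0.0163 from camera). It was 0.12 without replicate 2 at 4 °C and 0.44 without replicate 1. Of 7 genes of heme and hemoglobin scavenging, Cd163 (-1.22) and Hmox1 (-0.81) passed the threshold and both were lower at 4 °C. The median of this set was -0.26 (adjusted p = 0.0406 from camera, in the downward direction). For the same genes it was -0.0520 without replicate 1 at 4 °C. With the filter applied anew, which kept 8 genes of the set, it was -0.50 without replicate 2 at 4 °C and -0.48 without replicate 1 at 30 °C. Under fry, the adjusted p was 0.108 for chemokines, 0.108 for MHC class II and 0.0480 for heme scavenging, so only the last of these 3 calls holds there, and with at least 10 counts in every library it does not (adjusted p = 0.121, with a range of 0.121 to 0.193 over the alternatives).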

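Under the same test, 154 of 11870 genes passed the threshold in B cells (54 higher and 100 lower at 4 °C) and 1830 of 11662 in T cells (786 higher and 1044 lower). Over all cells, 64 of 15019 genes did. The T cell sums pool αβT and ɣδT cells, and ɣδT cells fell from 5.60% to 1.81% of all cells. The B cell sums include 116 and 371 proliferating B cells at 30 °C and 184 and 322 at 4 °C. These counts can reflect the mix of clusters and do not rank the responses of the cell types. From the number of changed genes in ChAMs and the enriched terms, the paper concludes that acute cold changes the transcriptome of ChAMs and that these changes underlie functions in inflammation, chemotaxis and cell signaling, which it takes as plasticity of these cells.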

**Figure 2:**
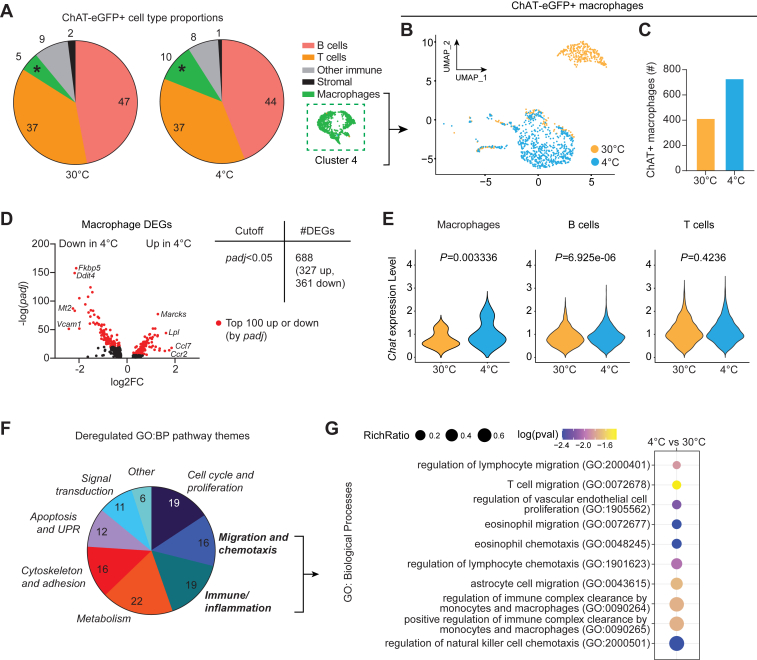
**Cholinergic adipose macrophages are responsive to acute cold challenge.***A*, pie charts showing the proportional breakdown of broad ChAT-eGFP+ cell populations at 30 °C and 4 °C. Percentages are given for each population. *Asterisk* highlights the macrophage (*green*) proportional increase at 4 °C. *B*, macrophages (cluster 4) were computationally subset and re-clustered using Seurat then projected onto a UMAP and colored by condition. *C*, total abundance of ChAT-eGFP+ macrophages at 30 °C and 4 °C. *D*, Volcano plot and corresponding table showing all differentially expressed genes (DEGs) between macrophages from 30 °C and 4 °C with a cutoff of *padj*<0.05. Genes in *red* represent the top 100 up or down DEGs (ranked by *padj*). *E Chat* expression in macrophages (*left*), B cells (*middle*), or T cells (*right*) at 30 °C and 4 °C, with statistical significance (*p* value) assessed by Wilcoxon rank sum testing. *F* The top 100 up- and down-regulated DEGs from *D* were used as input for pathway analysis for Gene Ontology: Biological Processes (GO:BP), and the broad themes of deregulated pathways are shown. The number of terms attributed to each theme are shown in each pie chart slice. *G* Bubble plot of GO:BP pathways enriched in macrophages from 4 °C derived from the ‘Migration and chemotaxis’ or ‘Immune/inflammation’ themes. RichRatio is a ratio of the number of DEGs found in a pathway term over the total number of genes in that term. Log(pval) indicates significance using the statistical enrichment test in PantherDB.

### Cholinergic adipose macrophages exhibit heterogeneous gene signatures

Since the advent of single-cell transcriptomics, we have been given unparalleled resolution into cellular heterogeneity; macrophages are no exception. Studies in the past decade have uncovered a plethora of macrophage functional subsets and phenotypes across tissues and disease states, including in fat (15, 23, 24, 25). We sought to determine whether acetylcholine-secreting macrophages represent their own distinct subset of macrophages or whether cholinergic identity and function can be assumed by macrophages of diverse functional phenotypes. 

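The 1147 cells of the macrophage cluster were clustered again with 25 components and a resolution of 0.3. After removal of the subclusters with B or T cell genes, 5 subclusters with 1034 cells remained, and 5 also remained at a resolution of 0.5. Apart from M-3, they are numbered here as in the paper by their genes, and M-3 is the subcluster that remained. M-0 held 471 cells (Ccl12, Hpgd, St3gal6), M-1 265 cells (Ddit4, Mt2, Fkbp5), M-2 171 cells (Mmp12, Fn1, Itgax), M-3 70 cells and M-4 57 cells (Mki67, Top2a). The median depth was 8197, 9092, 13646, 1228 and 14694 UMIs from M-0 to M-4. M-3 is thus set apart by its depth, and its marker genes rest on few UMIs. Folr2 was detected in 58.6%, Mrc1 in 77.1% and Plac8 in 5.71% of its cells. Its match to the paper's M-3, which the paper predicts to be bone-marrow derived, is therefore not shown.

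**Figure D3:**
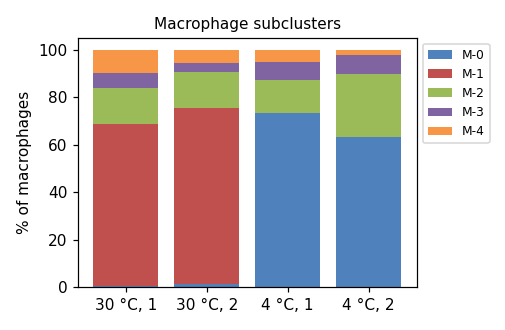
Share of macrophages in subclusters M-0 to M-4 in each library, in percent of the library's macrophages. M-1 holds 68.0% and 73.7% of the macrophages at 30 °C and none at 4 °C.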

Having computationally subset only macrophages (Fig. 2, *D* and *E*), semi-supervised clustering was performed and it uncovered five biologically meaningful and distinct subpopulations of ChAMs based on unique, differential gene signatures (M-0, 1, 2, 3, 4) (Fig. 3, *A* and *B*). Using targeted marker-based identification, we saw broad expression of canonical macrophage markers *Itgam* (encoding CD11b) and *Adgre1* (encoding F4/80) across ChAMs, with a small population expressing the monocyte marker *Plac8* and others expressing the proliferative marker *Mki67* (encoding Ki67) (Fig. 3*C*). 

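Adgre1 was detected in 88.3% of the 1034 macrophages and Itgam in 68.3%, against 2.06% and 1.21% of B cells, whose median depth was 7754.5 UMIs. With every cell reduced to 2900 UMIs, the shares were 76.1% and 41.5% in macrophages and 0.730% and 0.377% in B cells. Plac8 was detected in 124 macrophages (12.0%), a share near the 11.3% of ɣδT cells at 8799.5 UMIs, while 92.0% of B cells carried it. In M-2 it was 23.4%, at the higher depth of that subcluster. At 2900 UMIs, 14.6% of M-2 cells had a Plac8 UMI, against 4.61% of M-0 and 4.63% of M-1. Mki67 was detected in 9.67% of macrophages.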

Cell cycle phase analysis confirmed that *Mki67* expression was confined to a subset of proliferating cells (cluster M-4), split across both the S phase and G2/M phase (Fig. 3*D*). This points towards ChAMs being locally proliferative, in agreement with our previous data showing Ki67 positivity by flow cytometry (7). 

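Mki67 was detected in 54 of the 57 cells of M-4 (94.7%). In the other subclusters it was detected in 22 cells of M-0 (4.67%), 14 of M-1 (5.28%), 9 of M-2 (5.26%) and 1 of M-3 (1.43%), shares no higher than the 6.52% of B cells. By Seurat's CellCycleScoring with all UMIs, 26 cells of M-4 were in S phase and 31 in G2/M phase. The score also placed cells of the other subclusters in these phases, 105 in S and 30 in G2/M phase in M-0, 43 and 15 in M-1, 21 and 14 in M-2, and 20 and 19 in M-3.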

Of note, the number of proliferating ChAMs was increased in the cold, compared to thermoneutral (Figs. 3*E* and S3*A*). 

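With all UMIs of each cell, 108 of 373 macrophages at 30 °C and 216 of 661 at 4 °C were in S or G2/M phase. As a share per library, this was 28.8% ± 4.32 (SD, n = 2 libraries) and 32.2% ± 1.47, a difference of 3.46 percentage points (exact permutation p = 0.667). With every cell reduced to 2900 UMIs, the share was 35.9% ± 2.11 at 30 °C and 35.4% ± 6.39 at 4 °C, a difference of -0.484 points (exact permutation p = 1). Pooled over the cells of a temperature, it was 36.0% (123 of 342 cells) at 30 °C and 37.4% (220 of 588 cells) at 4 °C, so the sign depends on the averaging. It was 34.4% and 37.4% in the replicates at 30 °C, and 39.9% and 30.9% at 4 °C. The difference in share was thus within the spread between replicates. M-4 held 17 and 11 cells at 30 °C and 25 and 4 cells at 4 °C, which is 9.71% (5.76 to 15.1) and 5.56% (2.81 to 9.72) of macrophages at 30 °C, and 5.26% (3.43 to 7.67) and 2.15% (0.589 to 5.41) at 4 °C. The log2 fold change of Mki67 in macrophages was -0.84 (standard error 0.27, adjusted p = 0.0682 from edgeR).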

We then examined our data for expression patterns of genes previously reported to mark subsets of macrophages in other tissues and disease settings. 

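The share of cells with a UMI was compared between subclusters at 2900 UMIs per cell, except M-3, of which only 1 cell reached this depth. Lyve1 was detected in 22.8% of M-0 and 66.4% of M-1, Folr2 in 75.0% and 73.0%, Timd4 in 16.0% and 22.8%, and Cd163 in 60.3% and 67.2%. Cd209f was detected in 51.5% and 44.4%, F13a1 in 86.8% and 92.3%, and Fcna in 18.6% and 25.1%. In M-2, the shares of these 7 genes lay between 0.633% and 14.6%, and in B cells reduced in the same way at most at 0.256%. M-4 carried them as well, from 10.7% for Timd4 to 87.5% for F13a1. Between temperatures, Lyve1 had a log2 fold change of -2.94 (standard error 0.11, adjusted p = 8.7e-07 from edgeR), Cd163 of -1.22, Fcna of -0.81, Timd4 of -0.52 and Cd209f of 0.93, each past the threshold. Timd4 did not pass it with DESeq2. Folr2 (-0.087) and F13a1 (-0.32) did not pass the threshold. As a set, the 7 genes had a median of -0.52 (adjusted p = 4.2e-05 from camera and 0.0480 from fry). With at least 10 counts in every library, the value from fry was 0.0521 (0.0521 to 0.146 over the alternatives).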

Numerous papers have now defined hallmarks of tissue-resident macrophages (24, 25, 26, 27), and we detected canonical resident markers *Lyve1, Folr2, Timd4, Cd163, Cd209f, F13a1* and *Fcna* in our clusters M-0 and M-1, containing cells from cold and thermoneutral conditions respectively (Fig. 3*F*). It is worth noting that cluster M-1 (predicted to be tissue resident) was entirely comprised of cells from the thermoneutral condition, whereas cold-derived cells were more evenly dispersed between clusters predicted to tissue resident (M-0, M-4) and bone-marrow derived (M-2, M-3) (Figs. 2*B* and 3, *A*, *F*). 

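M-1 held 119 of 175 macrophages in replicate 1 at 30 °C (68.0%, 60.5 to 74.8) and 146 of 198 in replicate 2 (73.7%, 67.0 to 79.7). At 4 °C it held 0 of 475 and 0 of 186 macrophages, which allows shares of up to 0.774% and 1.96%. M-0 held 1 and 3 cells at 30 °C and 349 and 118 cells at 4 °C. M-2 held 27 and 30 cells at 30 °C and 65 and 49 cells at 4 °C, and M-3 11 and 8 cells at 30 °C and 36 and 15 cells at 4 °C. When the genes of Table S2 were left out of the 2000 variable genes, which kept 1770, M-0 and M-1 were no longer separate. The study chose these genes for a difference between the temperatures in the same cells, so leaving them out works against a subcluster of one temperature by construction. The largest subcluster then held 121 and 150 cells at 30 °C and 347 and 119 cells at 4 °C, and the subcluster with the highest share of cells from 30 °C held 7.51% of the macrophages at 30 °C.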

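At 2900 UMIs per cell, Trem2 was detected in 38.0% of M-2 cells, against 4.17% of M-0 and 4.25% of M-1. Cd9 was detected in 36.7% of M-2, against 1.75% and 0.772%, and Lgals3 in 91.1%, against 46.3% and 50.6%. Cd63 was detected in 62.0% of M-2, 60.7% of M-0 and 74.1% of M-1. Lpl was detected in 61.4% of M-2, 69.3% of M-0 and 20.8% of M-1. In B cells, which lack most of these genes, Trem2, Cd63 and Lpl were detected in at most 0.365% of cells, Lgals3 in 4.02% and Cd9 in 16.6%. Between temperatures, Lpl had a log2 fold change of 1.58 (standard error 0.10, adjusted p = 1.2e-05 from edgeR), and the other 4 genes did not pass the threshold. The median of the 5 genes was 0.32 (adjusted p = 0.0406 from camera and 0.147 from fry). It was 0.018 without replicate 2 at 30 °C and 0.69 without replicate 1 at 30 °C.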

Cluster M-2 bore hallmark genes of lipid-associated macrophages (LAMs), which have been reported in fat and other tissues and play a key role in obesity and lipid scavenging: *Trem2, Cd9, Cd63, Lpl* and *Lgals3* (28, 29, 30, 31, 32, 33, 34) (Fig. 3*G*). 

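Itgax was detected in 103 of the 171 cells of M-2 (60.2%), against 3.40% of M-0, 1.51% of M-1 and 0.459% of B cells. Mrc1 was detected in 99.2% of M-0 and 99.6% of M-1, in 102 cells of M-2 (59.6%) and in 1.26% of B cells. Of the 103 cells of M-2 with Itgax, 65 also carried Mrc1 (63.1%). At 2900 UMIs per cell, Mrc1 was detected in 97.1% of M-0, 97.3% of M-1 and 35.4% of M-2, and Itgax in 1.54%, 0.386% and 36.1%.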

Interestingly, although the “M1-M2” macrophage polarization binary is outdated, we did observe non-overlapping expression of the classic “M1” marker *Itgax* (encoding CD11c) in cluster M-2 resembling LAMs, and the classic “M2” marker *Mrc1* (encoding CD206) in the resident macrophage clusters M-0 and M-1 (Fig. S3*B*). However, we did not detect appreciable expression of other classic M1/M2 markers, *Nos2* (encoding iNOS) or *Arg1* (encoding Arginase). 

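Of the 1034 macrophages, 4 had a UMI of Nos2 (0.387%) and 2 of Arg1 (0.193%), all in M-2. In B cells the shares were 0.0121% for Nos2 and 0.254% for Arg1, so Arg1 in macrophages was at the level of background. Arg1 was detected in 21.0% of ILCs, whose median depth of 7160 UMIs was below that of M-0.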

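At 2900 UMIs per cell, Maoa was detected in 12.5% of M-0 and 5.41% of M-1, Lilra5 in 13.2% and 11.2%, and St3gal6 in 41.2% and 5.41%. In M-2 the shares were 0.633% for Maoa, 5.06% for Lilra5 and 0% for St3gal6, and in M-4 7.14%, 7.14% and 12.5%. B cells at the same depth had 0.0243% for Maoa and 0% for Lilra5. St3gal6 was detected in 16.7% of B cells. Over all UMIs of a group, St3gal6 made up 152 CPM in M-0, 82.1 CPM in M-4, 26.4 CPM in M-1 and 6.88 CPM in M-2. In M-1, it made up 20.6 (13.1 to 30.9, 95% counting interval) and 31.0 CPM (22.4 to 41.7) in the replicates at 30 °C, and RNA of B cells, T cells and DCs, estimated from their genes, would bring 1.57 CPM in each. In M-4, replicate 1 at 4 °C had 123 CPM (88.5 to 166), and replicate 2 at 4 °C 221 CPM (121 to 371), against 8.38 and 0.0550 CPM from such RNA. Replicate 1 at 30 °C had 27.5 CPM (11.1 to 56.8), against 1.88 CPM, while replicate 2 at 30 °C had 25.5 CPM (6.95 to 65.3) from 4 UMIs, against 10.3 CPM.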

Tissue macrophages associated with nerves (NAMs) have been discovered in fat and other tissues (35, 36, 37, 38) and interestingly, expression of key NAM genes such as *Maoa, St3gal6* and *Lilra5* was confined to our resident clusters M-0 and M-1 (Fig. S3*C*). Our data suggest that the clusters enriched for NAM genes (M-0 and M-1) are tissue-resident cells, given their expression of *Lyve1*, *Folr2* and *Timd4* (Fig. 3*F*). This aligns with their proposed resident status in other recently published reports (24, 37), and notably, while these cells are present in both temperature conditions, they are especially enriched in cold (cluster M-0) (Figs. 3*A* and S3*C*). 

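Between temperatures, St3gal6 had a log2 fold change in macrophages of 2.20 (standard error 0.19, adjusted p = 7.7e-05 from edgeR). Maoa had a log2 fold change of 0.75 (standard error 0.22, adjusted p = 0.0465), which was 0.44 without replicate 1 at 4 °C, as was the median of the 3 genes, and did not pass the threshold with DESeq2 (adjusted p = 0.406, with a range of 0.00504 to 0.406 over the alternatives). Lilra5 had a log2 fold change of 0.22 (standard error 0.24, adjusted p = 0.605). The median of the 3 genes was 0.75, with an adjusted p of 0.00802 from camera and 0.118 from fry.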

Genes shown to have roles in macrophage-mediated inflammatory and metabolic modulation (39, 40, 41, 42, 43) were enriched in the M-1 resident cluster that is represented entirely by cells from the thermoneutral condition (Fig. S3*D*). Together, these data suggest that various tissue macrophage subsets possess the capacity to secrete acetylcholine and may be functional in thermal responses.

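Fig. S3D shows Jaml, Ddit4, Mt1 and Mt2. At 2900 UMIs per cell, Jaml was detected in 52.9% of M-1, against 1.54% of M-0, 5.06% of M-2 and 21.4% of M-4. Ddit4 was detected in 64.9% of M-1, against 1.32%, 5.70% and 17.9%, and Mt2 in 57.5%, against 5.92%, 13.3% and 23.2%. Mt1 was detected in 98.1% of M-1, against 68.0%, 56.3% and 82.1%. B cells had 1.91% for Jaml, 8.43% for Ddit4, 0.243% for Mt2 and 4.08% for Mt1. Between temperatures, Jaml had a log2 fold change in macrophages of -4.25 (standard error 0.28, adjusted p = 1.5e-05 from edgeR), Mt2 of -4.09 and Mt1 of -2.47.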

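Chat was compared between the subclusters as well. In M-0, it made up 16.9 and 17.1 CPM in the replicates at 4 °C. In M-1, it made up 8.96 and 2.88 CPM in the replicates at 30 °C, from 10 and 4 UMIs. In M-2, it made up 7.67 and 5.01 CPM at 30 °C and 33.5 and 34.5 CPM at 4 °C. M-4 had 18 Chat UMIs over all libraries, 16 of them in replicate 1 at 4 °C. In M-3, no Chat UMI was counted in 70 cells, whose shallow depth leaves little room to detect it. The share of cells with a Chat UMI at 4 °C was 6.30% (3.99 to 9.39) and 5.93% (2.42 to 11.8) in M-0, and 18.5% (9.92 to 30.0) and 24.5% (13.3 to 38.9) in M-2. At 4300 UMIs per cell, these shares were 4.22% and 3.09% in M-0 and 10.0% and 9.09% in M-2. Stromal cells had 4.35% (0.906 to 12.2) and 2.44% (0.0617 to 12.9) at 4 °C, and 7.15 and 5.17 CPM of Chat. The median depth at 4 °C was 7911 and 8796.5 UMIs in M-0 and 14029 and 12506 UMIs in M-2. RNA of B cells, T cells and DCs, estimated from their genes, would bring 3.59 and 4.66 CPM of Chat in M-0 at 4 °C, below the 95% counting intervals of the values measured (12.5 to 22.4 and 10.1 to 27.0 CPM). In M-2 at 4 °C it would bring 5.92 and 10.6 CPM, also below the intervals (22.6 to 47.8 and 21.6 to 52.2 CPM), but at 30 °C 5.84 and 8.53 CPM, inside the intervals (1.58 to 22.4 and 0.607 to 18.1 CPM). In M-4 it would bring 12.9 CPM in replicate 1 at 4 °C, against 46.8 CPM measured (26.7 to 75.9). In M-1 at 30 °C it would bring 2.47 and 2.63 CPM, below the interval in replicate 1 (4.29 to 16.5) but not in replicate 2 (0.785 to 7.38). The values of stromal cells rest on 5 and 2 UMIs, with intervals of 2.32 to 16.7 and 0.626 to 18.7 CPM, too wide to separate M-0 from them. Within M-2, split as below, Chat made up 41.1 CPM in the monocyte-like group, which carries the DC genes Flt3 and Xcr1, and 10.4 CPM in the infiltrating group (13.5% and 5.00% of cells at 4500 UMIs per cell). Xcr1 was detected in 0.862% of the DC cluster, so the estimate from that cluster does not cover Xcr1+ DCs. The 10 and 7 macrophages with an Xcr1 or Flt3 UMI in the replicates at 4 °C held 4 and 1 of the 95 and 40 Chat UMIs. Without M-2, a setting chosen after the values had been seen, the log2 fold change of Chat in macrophages was 1.73 (adjusted p = 0.00417). Over all alternatives for Chat in macrophages, this setting included, the adjusted p ranged from 4.0e-08 to 0.0242.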

**Figure 3:**
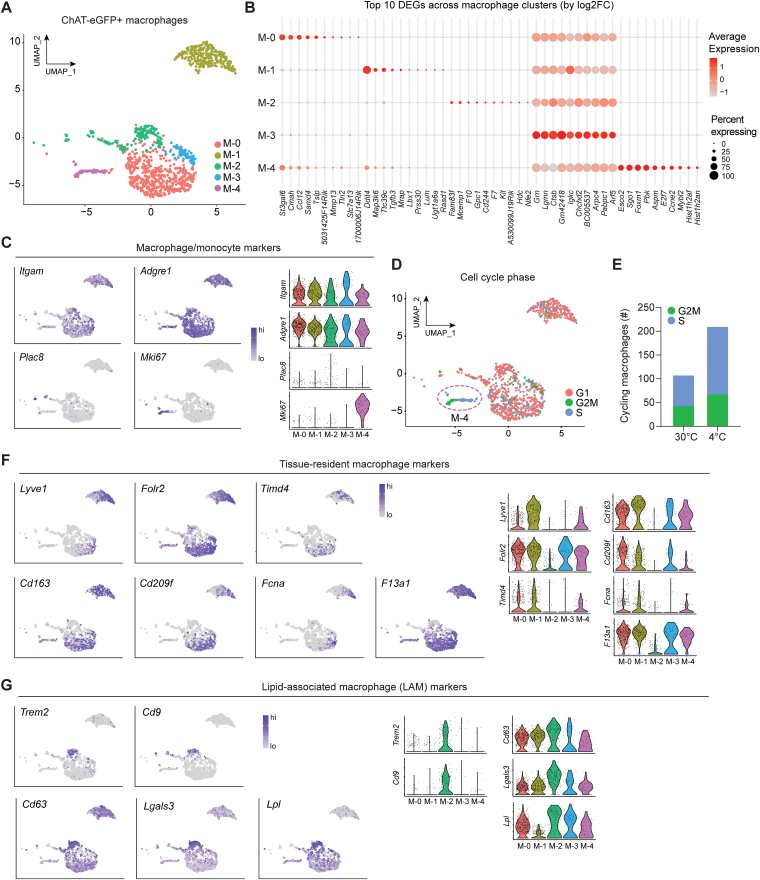
**Cholinergic adipose macrophages exhibit heterogeneous gene signatures.***A*, UMAP showing clustering of ChAT-eGFP+ macrophages. *B*, bubble plot showing top 10 DEGs by log2FC for each cluster (M-0, 1, 2, 3, 4). *C*, common macrophage/monocyte marker genes displayed as feature plots (*left*) or violin plots (*right*). *D*, UMAP of ChAT-eGFP+ macrophage clusters colored by cell cycle phase. Proliferating macrophages (S/G2M phases) are circled, and correspond to cluster M-4. *E* Total number of G2/M and S phase proliferating ChAT-eGFP+ macrophages in both conditions. *F*–*G* Expression of tissue-resident macrophage marker genes (*F*) and lipid-associated macrophage (LAM) genes (*G*), displayed as feature plots (*left*) or violin plots (*right*).

### Origins and differentiation of cholinergic adipose macrophages

Fate mapping studies have shed light on the disparate origins of macrophages across tissues and disease states (30, 44, 45, 46). Our previous study indicated that ChAMs likely derive from both a bone marrow origin and from a local, self-renewing resident pool (7). 

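Plac8, Treml4, Ly6c2 and Il1b were followed as monocyte genes and Lyve1, Timd4 and Folr2 as resident genes over the 1034 macrophages. Lyve1 was detected in 418 cells (40.4%), Timd4 in 306 (29.6%) and Folr2 in 772 (74.7%), against 0.206%, 0.0121% and 0.520% of B cells. Il1b was detected in 141 cells (13.6%, against 0.133% of B cells) and Treml4 in 16 (1.55%, against 0.0121%). Ly6c2 was detected in 17 cells (1.64%), below the 3.45% of B cells. Of the 16 cells with Treml4, 14 lay in M-2, and of the 17 cells with Ly6c2, 10 did.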

The presence of ChAT-eGFP+ monocytes in our dataset (Fig. 3*C*), whether captured from the adipose vasculature or in the process of extravasating into the tissue, supports a population originating in bone marrow, while the presence of ChAT-eGFP+ macrophages expressing *Lyve1*, *Timd4* and *Folr2* point to a resident population (Fig. 3*F*). To study the origins and differentiation dynamics of ChAMs in more depth, we used the trajectory analysis package Monocle3. Monocle clustering revealed clearly defined resident macrophages and proliferating macrophages first shown in Figure 3 (Fig. 4*A*). In addition, we identified three clusters bearing hallmarks of monocytes that are recruited to fat from bone marrow and infiltrate into the tissue to become macrophages (Fig. 4*B*). 

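Monocle3 was not used here. The 171 cells of M-2 were clustered once more with 15 components and a resolution of 0.5, settings that were chosen after the cells had been seen. This gave 2 groups. The first, named monocyte-like here, held 88 cells with the higher share of Plac8, 13 and 18 in the replicates at 30 °C and 31 and 26 at 4 °C. The second, named infiltrating here, held 83 cells with the higher share of Mmp12, 14 and 12 at 30 °C and 34 and 23 at 4 °C. A separate intermediate group was not found with these settings.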

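The genes were compared at 4500 UMIs per cell, which left 74 monocyte-like and 80 infiltrating cells. In monocyte-like cells, Plac8 was detected in 27.0%, Treml4 in 9.46%, Ly6c2 in 9.46% and Il1b in 31.1%. In infiltrating cells, these shares were 5.00%, 0%, 0% and 5.00%. Cxcl9 and Cxcl10 were detected in 31.1% and 17.6% of monocyte-like cells and in 5.00% and 2.50% of infiltrating cells. Id2 was detected in 48.6% and 36.2%, and Cd63 in 36.5% and 97.5%. Trem2 was detected in 78.8% of infiltrating and 8.11% of monocyte-like cells, Mmp12 in 60.0% and 12.2%, Cd9 in 61.3% and 33.8%, and Lgals3 in 98.8% and 93.2%. The DC genes Flt3 and Xcr1 were detected in 16.2% and 13.5% of monocyte-like cells and in no infiltrating cell. Of all B cells, 0.0484% carried Trem2, 0.290% Mmp12, 0.193% Cxcl9 and 0.604% Cxcl10, at a median depth below that of both groups.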

We termed these clusters monocytes (*Treml4, Ly6c2, Plac8, Il1b*), intermediate macrophages (*Id2, Cd63, Cxcl9, Cxcl10*), and infiltrating macrophages (*Trem2, Lgals3, Cd9, Mmp12*), the latter of which align with the cells resembling LAMs (Fig. 3*G*), which are thought to be recruited from circulation (30). Semi-supervised trajectory analysis using the monocyte cluster as the origin showed these cells transitioning into intermediate then infiltrating macrophages across pseudotime (Figs. 4*C* and S4, *A*, *B*), correlating with increasing expression of the tissue macrophage marker *Adgre1* (F4/80) and greater overall per-cell transcript expression (Fig. S4, *C* and *D*). 

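In infiltrating cells, the median depth was 20084.5 and 16401 UMIs in the replicates at 30 °C and 14700 and 13416 UMIs at 4 °C. In monocyte-like cells it was 9450 and 12113.5 UMIs at 30 °C and 13646 and 11940.5 UMIs at 4 °C. It was higher in infiltrating cells in 4 of 4 libraries, by a mean of 4363 UMIs ± 4421 (SD). The exact paired permutation test gave p = 0.125, the smallest value that 4 pairs allow. Adgre1 made up 537 and 652 CPM in infiltrating cells at 30 °C and 545 and 632 CPM at 4 °C, against 248 and 185 CPM in monocyte-like cells at 30 °C and 178 and 214 CPM at 4 °C. At 4500 UMIs per cell, Adgre1 was detected in 78.8% of infiltrating and 33.8% of monocyte-like cells.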

Co-varying gene modules across the monocyte-to-infiltrating macrophage trajectory were determined (Fig. 4, *D* and *E* and Table S3), revealing shifts in gene expression profile as ChAT-eGFP+ monocytes are recruited to adipose tissue, illustrated by pseudotime regression plots of *Plac8*, *Adgre1*, and *Trem2* expression (Fig. 4*F*). 

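Modules 1 and 2 of the paper's Table S3 were scored in the same cells with AddModuleScore at 4500 UMIs per cell. Of the 233 genes of module 1, 232 were found, and its mean score was 0.563 ± 0.155 (SD over 80 cells) in infiltrating cells and 0.0248 ± 0.187 (SD over 74 cells) in monocyte-like cells. All 135 genes of module 2 were found, and its mean score was 0.0527 ± 0.0916 in infiltrating and 0.306 ± 0.205 in monocyte-like cells. The modules were derived by the study from these libraries, so the scores are not independent evidence. In CPM over all cells of a group, Plac8 made up 546 in monocyte-like and 9.56 in infiltrating cells, and Trem2 30.9 and 579.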

We then performed gene ontology analysis on pseudotime trajectory gene modules one and 2 (Fig. S4*E* and Table S4). Module 2, containing genes enriched earlier in pseudotime (monocytes), was heavily dominated by terms pertaining to inflammation and the immune response. However, the module one genes that were highly expressed later in pseudotime (recruited macrophages) were overrepresented in a diverse range of biological pathway themes pertaining to functions in metabolism, adhesion, apoptosis, inflammation, migration, and signal transduction. Of note, the proliferating cell cluster, marked by *Mki67*, bore expression of the resident macrophage marker *Folr2*, further supporting the presence of a local, cycling population of acetylcholine-synthesizing adipose-resident macrophages (Fig. 4*G*). Together, these data support the notion that ChAMs derive from mixed origins, opening the possibility that both local and systemic cues may govern the cholinergic identity and functions of macrophages.

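Of the 54 cells of M-4 with Mki67, 44 also carried Folr2 (81.5%). Over the 57 cells of M-4, Folr2 was detected in 46 (80.7%), against 0.520% of B cells. In M-2, none of the 9 cells with Mki67 carried Folr2. M-4 also carried Cd163 in 68.4% and Mrc1 in 96.5% of its cells, against 7.02% and 59.6% of M-2.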

**Figure 4:**
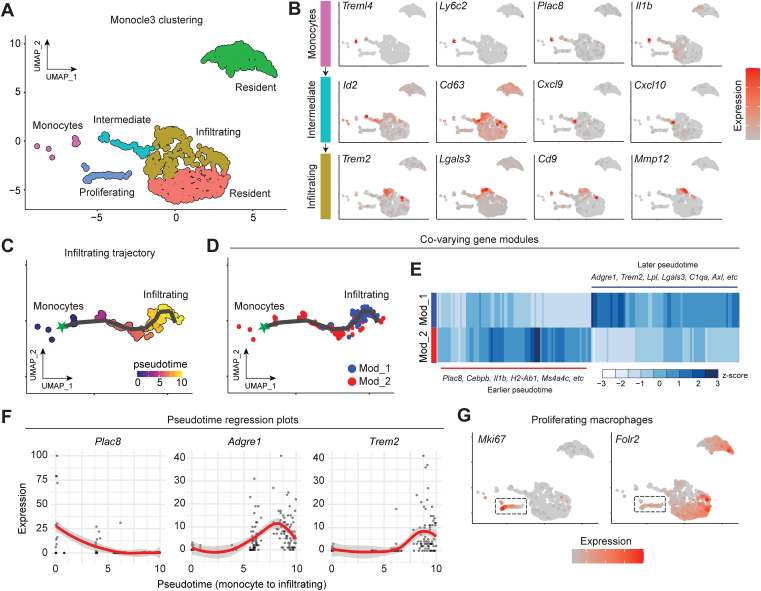
**Origins and differentiation of cholinergic adipose macrophages.***A*, UMAP showing reclustering of ChAT-eGFP+ macrophages in Monocle3, annotated with putative cluster names based on differential gene expression analysis. *B*, feature plots showing expression of genes confined to the monocyte (*top*), intermediate macrophage (*middle*), or infiltrating macrophage (*bottom*) clusters. *C* Pseudotime trajectory from monocytes (origin, *green* star) to infiltrating macrophages. *D*–*E* Modules of co-varying genes across pseudotime were calculated (Mod_1 and Mod_2) and projected onto the UMAP trajectory (*D*) or displayed as a differential gene expression heatmap (expression shown as normalized z-score) (*E*). Key module genes that co-vary with pseudotime are listed with the heatmap. *F*, Pseudotime regression plots showing expression of *Plac8* (monocyte marker), *Adgre1* (macrophage marker, F4/80), and *Trem2* (infiltrating macrophage/LAM marker) across the monocyte to infiltrating macrophages trajectory. *G*, Feature plots showing expression of proliferation marker *Mki67* and the tissue resident macrophage marker *Folr2* in the outlined proliferating cluster.

## Discussion

In this study we performed an unbiased assessment of the transcriptomic landscape of cholinergic cells within inguinal subcutaneous fat, at thermoneutrality and after acute cold challenge. These scRNAseq data and our prior work (2, 7) have collectively demonstrated that ChAMs are dynamically regulated by cold exposure at the gene and functional level. In recent years, the functional significance of non-neuronal cholinergic regulation of bodily function has been increasingly appreciated (47, 48). In addition to thermogenic regulation *via* ChAMs, acetylcholine derived from assorted immune cells have been implicated in various physiological processes, including blood pressure regulation (49), anti-viral and anti-parasite responses (50, 51, 52, 53), and liver function (54, 55). Accumulating evidence supports a vital role for non-neuronal cholinergic signaling in human physiology (56, 57). It will be of particular significance to investigate whether ChAMs in humans share similar molecular signatures and are regulated *via* signaling pathways identified in our studies, when responding to changes in energy balance.

Prominent within subcutaneous adipose tissue, thermogenic beige adipocytes have been intensively studied under environmental and metabolic stresses, such as cold exposure, thermoneutrality and obesity. It has recently been shown that cholinergic regulation of beige adipocytes may also influence recovery and adipose tissue remodeling after burn-injury (58). Previous work on crown-like structures of adipose macrophages in obesity and their impact on fat dysfunction emphasizes that the spatial context of adipose macrophages could be key to their physiological consequences, in addition to their identity or abundance (33). Given the short half-life of acetylcholine *in vivo*, it is conceivable that ChAMs physically locate within close proximity to activated beige adipocytes, whose spatial distribution has already been investigated under various environmental and metabolic contexts (59). Future investigations focusing on the spatiotemporal organization of ChAMs in various metabolic contexts, such as obesity, cold challenge, or the post-burn hypermetabolic state, will reveal further insights into the function of these cholinergic myeloid cells in metabolic regulation.

The origins and identities of tissue macrophages are widely studied themes in immunology, including in an adipose context. Distinct adipose macrophage subtypes have been characterized, based on gene signature and function, including lipid-associated macrophages (LAMs) (29, 30), nerve-/sympathetic nerve-associated macrophages (NAMs/SAMs) (35, 36, 37), plus macrophages that resemble archetypal pro-inflammatory (“M1”) and anti-inflammatory (“M2”) cells. Likewise, fate mapping studies have provided valuable insight into the embryonic and adult origins of macrophages, and how this may influence their homeostatic and disease functions (24, 25, 30, 44, 45, 46). We uncovered hallmark gene signatures of various reported adipose macrophage subtypes in the ChAT-eGFP+ macrophage pool, including LAMs, NAMs/SAMs and M1/M2-like cells. This, coupled with our finding that ChAMs appear to arise from both a bone marrow origin (recruited) and an embryonic origin (tissue resident), suggests that cholinergic function in macrophages is an assumed function that may be highly dynamic and malleable, and thus potentially exciting for therapeutic intervention. This assertion is underscored by the dynamic changes that occur in ChAMs during cold exposure, when compared to ChAMs derived from mice housed at thermoneutrality, where there is no requirement for endogenous body heat generation and metabolic tissues like fat assume a more lipogenic phenotype. We found that the majority of ChAMs from mice housed at thermoneutrality were predicted, based on their transcriptional signature, to be an entirely tissue-resident population. However, after cold exposure, ChAMs occupied clusters representing both resident and bone marrow-derived origins, suggesting that acute cold exposure may stimulate influx and local activation of cells poised to assume cholinergic functions. The cold-induced resident population bore hallmarks genes expressed by NAMs that associate with nerves and regulate adipose homeostasis and age-induced inflammation (37). Our findings suggest that NAMs may be cold-responsive and have the capacity for acetylcholine synthesis to regulate fat function. Further underscoring this notion is the observation that ChAMs expressing NAM-associated genes were also found in the proliferating cluster, pointing towards a local, self-renewing population that is more prominent in cold exposure.

To extend upon the limitations of gene signature-based analyses, future investigations must incorporate rigorous functional evaluation and genetic lineage tracing of ChAMs, made possible by advances in the ability to distinguish between bone marrow-derived *versus* tissue resident origins (45, 60). Further, as newer, more specific cre drivers emerge for studying functional subsets of macrophages, we will be better positioned to dissect the protective *versus* pathological functions of ChAMs in different metabolic states. These efforts, combined with an understanding of the spatial niches in which ChAMs may reside, will shed important light on the role of these cells in metabolic regulation.

## Experimental procedures

### Mice

A schematic of the experimental design can be found in Figure 1*A*. At 5 weeks of age, male ChAT^BAC^-eGFP mice were housed at thermoneutrality (30 °C) for 3 weeks. Following this period, mice were either kept at thermoneutrality or exposed to an acute cold challenge at 4 °C for 4 h. Mice in the cold exposure groups were acclimated at room temperature for 24 h prior to cold challenge, to minimize the likelihood of attrition. Two biological replicates were performed per condition (thermoneutrality or cold exposure), with each replicate comprised of four pooled mice harvested at approximately 8 weeks of age. Mice were housed according to a 12-h light/dark cycle and given free access to water and chow feed. All animal studies were reviewed and approved by the Institutional Animal Care and Use Committee at the University of Michigan (protocol number PRO00012391).

### Harvest and sample preparation

Inguinal subcutaneous white adipose tissue (IWAT) was immediately harvested after CO_2_ euthanasia, finely minced, and then digested to yield the stromal vascular fraction (SVF). Digestion was performed as previously reported (7), in a Collagenase D solution (1.5 U/ml) and Dispase II (2.4 U/ml) supplemented with 10 mM CaCl_2_ for 20 min in a 37 °C water bath with agitation. Digested tissues were washed with phosphate-buffered saline (PBS) and filtered through a 100 μm strainer, then the filtrate was centrifuged at 500 x *g* for 5 min to pellet SVF cells and remove the floating adipocyte layer. Red blood cells were lysed with ddH_2_O then SVF cells were stained with TOPRO3 viability dye in FACS buffer (cold PBS containing 2% fetal bovine serum and 1 mM EDTA). SVF cells from wild-type C57BL6/J mice were used as unstained and fluorescence-minus-one controls in cell sorting. Live ChAT-eGFP+ singlet cells were sorted into DMEM media using a BD FACS Aria III with a 100 μm nozzle, then immediately submitted to the University of Michigan Advanced Genomics Core at ∼1000 cells/μl for processing using the Chromium Next GEM Single Cell 3′ Kit v3. FlowJo v10 was used to visualize and analyze sorting data.

### Flow cytometry

IWAT was collected from ChAT-eGFP mice housed at thermoneutrality (30 °C), room temperature (23 °C), or acute cold (4 °C for 4 h) then SVF was isolated, as above. Cells were stained with CD45-BV650 (RRID AB_2565884) to mark immune cells and TOPRO3 to mark dead cells. Cells from WT mice were used for unstained and single-stained controls. Flow cytometry was run on a BD LSR Fortessa and analyzed in FlowJo v10.

### Single-cell RNA-sequencing and data quality control

Paired end sequencing was performed on the Illumina NovaSeq S4. Raw data were aligned to the mm10 reference mouse transcriptome using STAR and underwent pre-processing in Cell Ranger v3.0.0 (10x Genomics). Aligned pre-processed data were read from Cell Ranger into Seurat (v4.2.0) using the *CreateSeuratObject* function, with removal of cells containing less than 100 genes (*min.features = 100*) and removal of genes found in less than 10 cells (*min.cells = 10*). Low quality, dying or doublet cells were defined as having less than 200 or greater than 5000 genes or having greater than 7.5% of genes derived from mitochondrial transcripts. These cells were filtered out during pre-processing. Cell cycle regression was not performed. An elbow plot was used to determine the optimal number of principal components for post-processing (*dims = 1:25*). Semi-supervised clustering was performed using a resolution of 0.1, then non-linear dimensionality reduction was undertaken *via* Uniform Manifold Approximation and Projection (UMAP). The *FindAllMarkers* function was used to determine the cell type identity of clusters based on *log2FC*, *pct.1/pct.2* ratio and by employing the Cluster Identity Predictor (CIPR) tool with then ImmGen Mouse reference dataset of FACS-sorted murine cell types subjected to RNA-sequencing (16). Violin plots and gene feature plots were generated with the Seurat functions *VlnPlot()* and *FeaturePlot()*, respectively. For assessment of *Chat* and *Adrb2* levels, violin plots were generated using only cells with non-zero *Chat* expression.

### Cell cycle phase determination

A curated list of S phase and G2/M phase genes were provided within Seurat. To determine which phase a cell was in, the *CellCycleScoring* function was used then visualized by UMAP.

### Gene module scoring

To assess aggregate normalized gene expression, gene modules were created then plotted using the *AddModuleScore* function. For acetylcholine signaling, genes were derived from Knights *et al.* EMBO J 2021 (7): *Chat, Ache, Slc18a3, Adora2a, Chdh, Chka*.

### Analysis of macrophages

The macrophage cluster (4) was computationally subset and re-clustered *via* UMAP using 25 dimensions and a resolution of 0.3. A small number of contaminating B and T cells were removed from the resulting object. The *FindAllMarkers* function was used to determine the cell subtype identity of macrophages based on *log2FC*, *pct.1/pct.2* ratio, and related to published literature. *FindMarkers* was used to identify significantly differentially expressed genes (DEGs) between conditions, and the output of these DEGs (the top 100 up and down DEGs as ranked by *padj*) served as input for biological pathway analysis using Gene Ontology-Biological Processes, Gene Ontology-Molecular Function, and Reactome, with PantherDB’s statistical enrichment testing, with *p* < 0.05 considered significant. For Monocle trajectory gene modules, the statistical overrepresentation test was used. For pathway enrichment analyses, the annotated *Mus musculus* genome in PantherDB served as the background list of genes. Categorization of pathway terms into broad biological themes was done manually. Bubble plots of enriched GO terms were made using ggplot2.

### Trajectory analysis

For trajectory analysis, the macrophage Seurat.rds object was converted to a Monocle3.cds object using *SeuratWrappers* and its dependencies. Macrophages were re-clustered in Monocle using *cluster_cells* with *set.seed(3)*, resolution 2e-3, and K = 12 to yield six clusters. Clusters were visualized using the *plot_cells* function. Semi-supervised trajectory analysis was performed using the *learn_graph* function with branch length set to one and ncenter set to 50. For semi-supervised pseudotime analysis, the monocyte cluster was set as the origin and *order_cells* function used. To study the monocyte to infiltrating macrophage subtrajectory, the *choose_graph_segments* function was used. Modules of co-varying genes were determined using the *traj_gene_module* then visualized as a heatmap using the *pheatmap* function. Expression of individual or modules of genes, or nCount_RNA, were visualized as feature plots using the *plot_cells* function. Pseudotime regression plots were generated by extracting pseudotime values from the trajectory to create an expression data frame, then plotted with ggplot2.

### Statistics and reproducibility

For scRNAseq, for each condition, two biological replicates were used, each comprised of cells from four pooled mice. This approach was chosen to maximize biological representation and variation while retaining statistical power from high cell numbers (61). For all bioinformatics analyses, default statistical testing was used through the Seurat and Monocle3 packages, including adjustment for false discovery rate (*FindMarkers, FindAllMarkers*). For statistical comparison of pairwise gene expression and normalized aggregate gene expression (gene modules), Wilcoxon rank sum testing was performed with continuity correction. For pathway analyses (Gene Ontology and Reactome), a cutoff of *padj*<0.05 was used for DEG inputs, and ranking of term enrichment was based on RichRatio (number of DEGs found in a term divided by the total number of genes in a term) and *p* value. For all functions requiring determination of parameter settings (for example, number of dimensions or resolution for clustering), iterative parameter sweeps were performed to ensure result robustness across a range of settings. For flow cytometry analysis, normality was determined by Shapiro-Wilk testing, then one-way Analysis of Variance (ANOVA) was used to compare conditions followed by Tukey’s *post hoc* testing.

## Data availability

All scRNAseq data has been deposited to the NCBI Gene Expression Omnibus (GEO) for public accessibility under the accession “GSE303687”.

## Supporting information

This article contains supporting information.

## Conflict of interest

The authors declare that they have no conflicts of interest with the contents of this article.

# Supplementary material for: Transcriptomic plasticity of cholinergic adipose macrophages in the acute thermogenic response
**Source:** J Biol Chem. 2025 Nov 7;301(12):110925. doi: 10.1016/j.jbc.2025.110925
**Supplement:** Supporting Figures

**SUPPORTING INFORMATION**

***Transcriptomic plasticity of cholinergic adipose macrophages in the acute thermogenic response***

Alexander J. Knights, Evan J. Kim, Shanshan Liu & Jun Wu

**FIGURES**

Fig. S1: Identification of ChAT-expressing cell types by gene signature. Related to Fig. 1.

Fig. S2: Cholinergic adipose macrophages are responsive to acute cold challenge. Related to Fig. 2.

Fig. S3: Cholinergic adipose macrophages exhibit heterogeneous gene signatures. Related to Fig. 3.

Fig. S4: Origins and differentiation of cholinergic adipose macrophages. Related to Fig. 4.

**TABLES**

Table S1. FindAllMarkers output for all ChAT-eGFP+ cells.

Table S2. Macrophage DEGs.

Table S3. Trajectory gene modules.

Table S4. Trajectory gene module GO analysis.

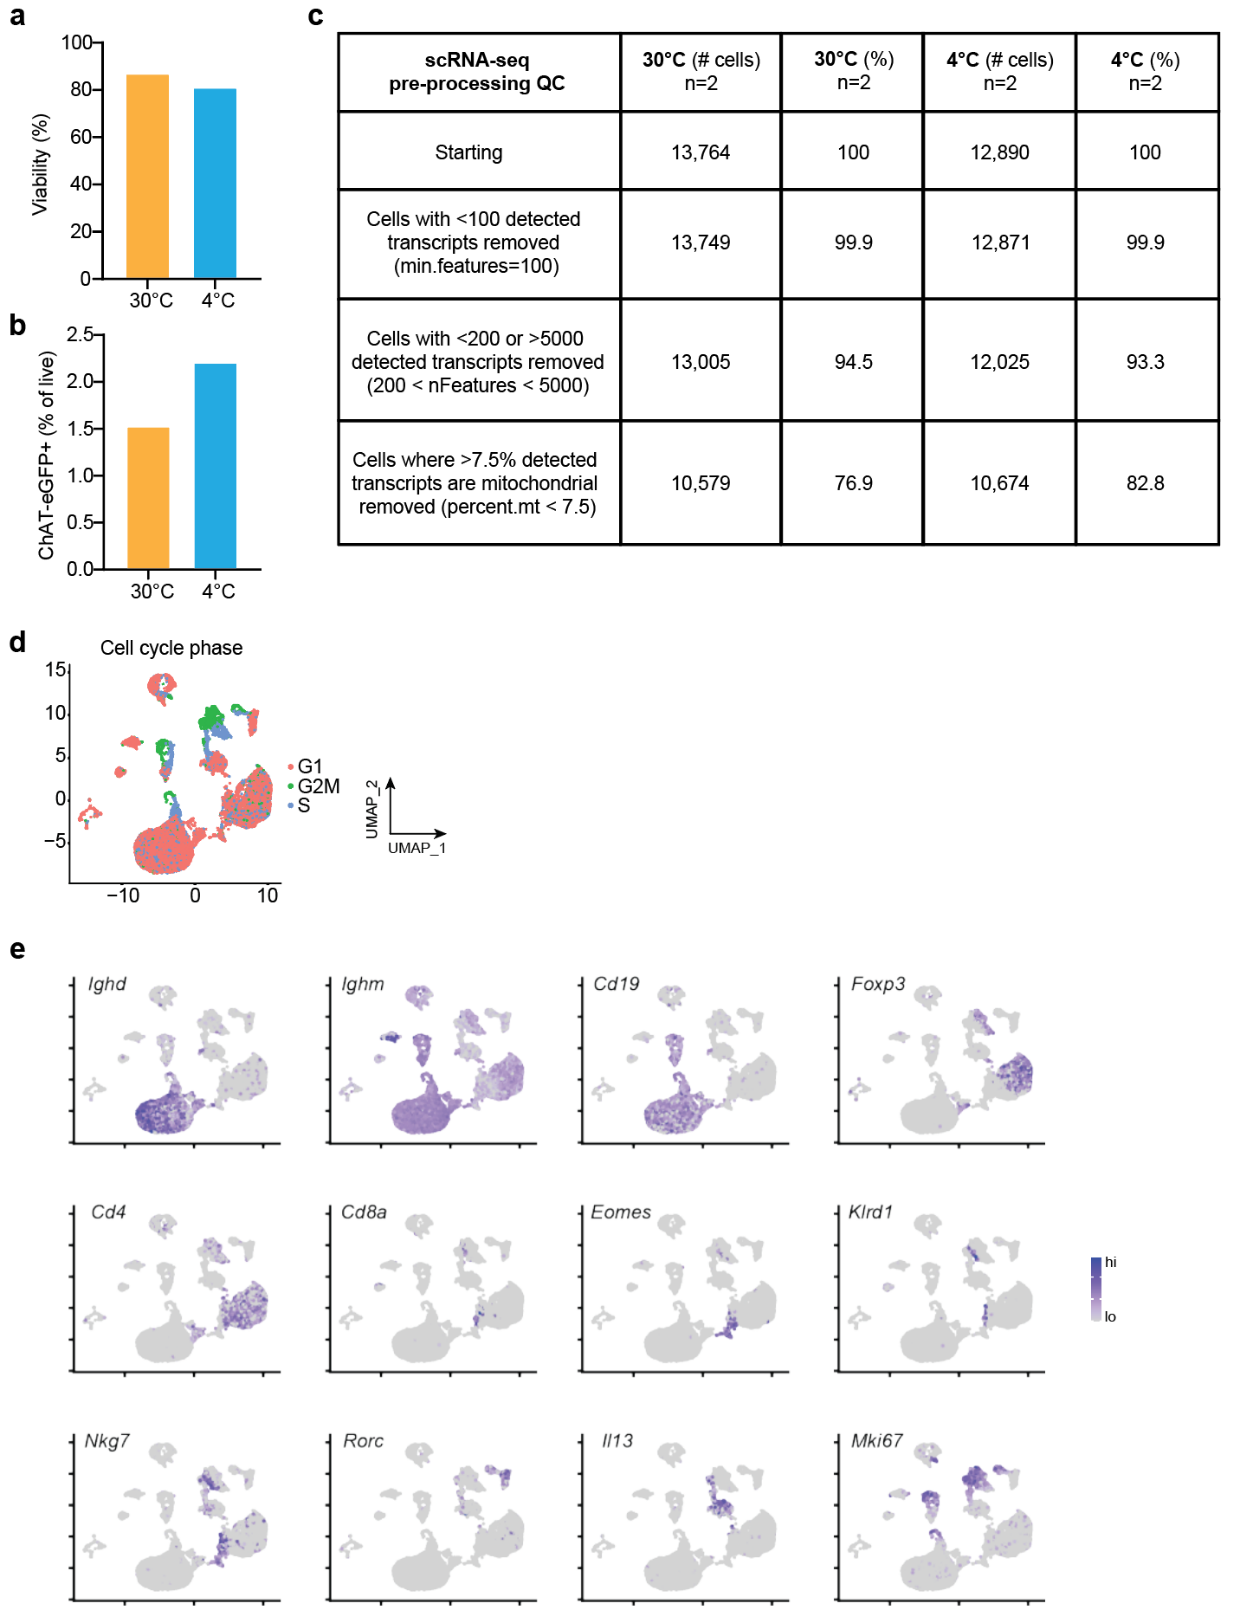

**Fig. S1: Identification of ChAT-expressing cell types by gene signature. Related to Fig. 1.** **a** Viability of cells from 30^o^C and 4^o^C conditions, measured by gating on the absence of TOPRO3 signal. **b** ChAT-eGFP+ cell percentage of all live cells in both conditions. **c** Quality control steps and the total and proportional loss of cells after each filtering step. **d** Cell cycle phase analysis showing the majority of cells in G1 phase (pink) and cycling/proliferating cells in the S (blue) or G2M (green) phase. **e** Feature plots of genes illustrating cell type subsets within clusters.

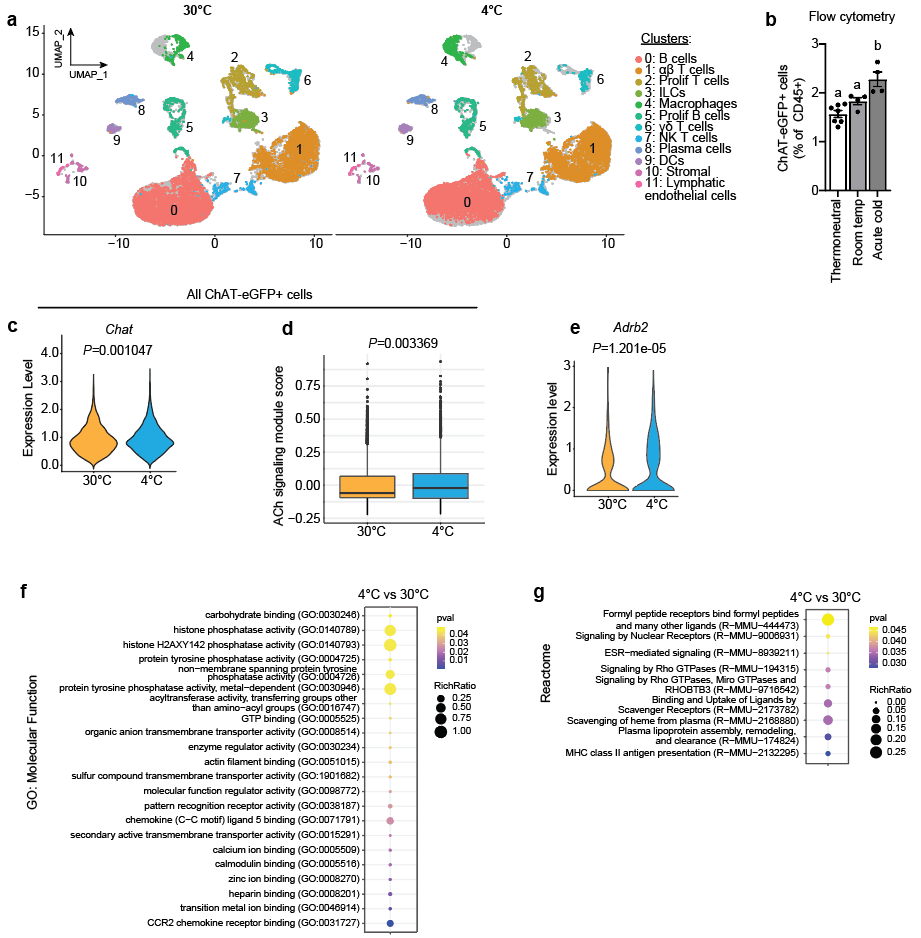

**Fig. S2: Cholinergic adipose macrophages are responsive to acute cold challenge. Related to Fig. 2.** **a** Side-by-side UMAPs showing all ChAT-eGFP+ cells from 30^o^C (left) or 4^o^C (right). **b** Flow cytometry analysis of ChAT-eGFP+ immune (CD45+) cells in IWAT from mice housed at thermoneutrality (30^o^C), room temperature (23^o^C), or acute cold exposure (4^o^C). One-way ANOVA with post-hoc Tukey testing was performed after normality testing by Shapiro-Wilk, and significantly different means are denoted by letters a or b. Individual data points represent separate mice (n=4-7). **c** Violin plot showing expression of *Chat* in all cells at 30^o^C and 4^o^C. *P* value is shown and was calculated using the Wilcoxon rank sum test. **d** Box-and-whisker plot showing normalized expression of an acetylcholine (ACh) signaling gene module in all cells at 30^o^C and 4^o^C. *P* value was calculated using the Wilcoxon rank sum test. **e** Violin plot showing expression of *Adrb2* in ChAT-eGFP+ macrophages from 30^o^C or 4^o^C. *P* value is shown and was calculated using the Wilcoxon rank sum test. **f-g** Bubble plot of GO: molecular function (MF) (**f**) and Reactome (**g**) pathways enriched in macrophages from 4^o^C. The top 100 up and down DEGs from Fig. 2d were used as input (ranked by *padj*). RichRatio is a ratio of the number of DEGs found in a pathway term over the total number of genes in that term, and pval indicates significance using the statistical enrichment test in PantherDB.

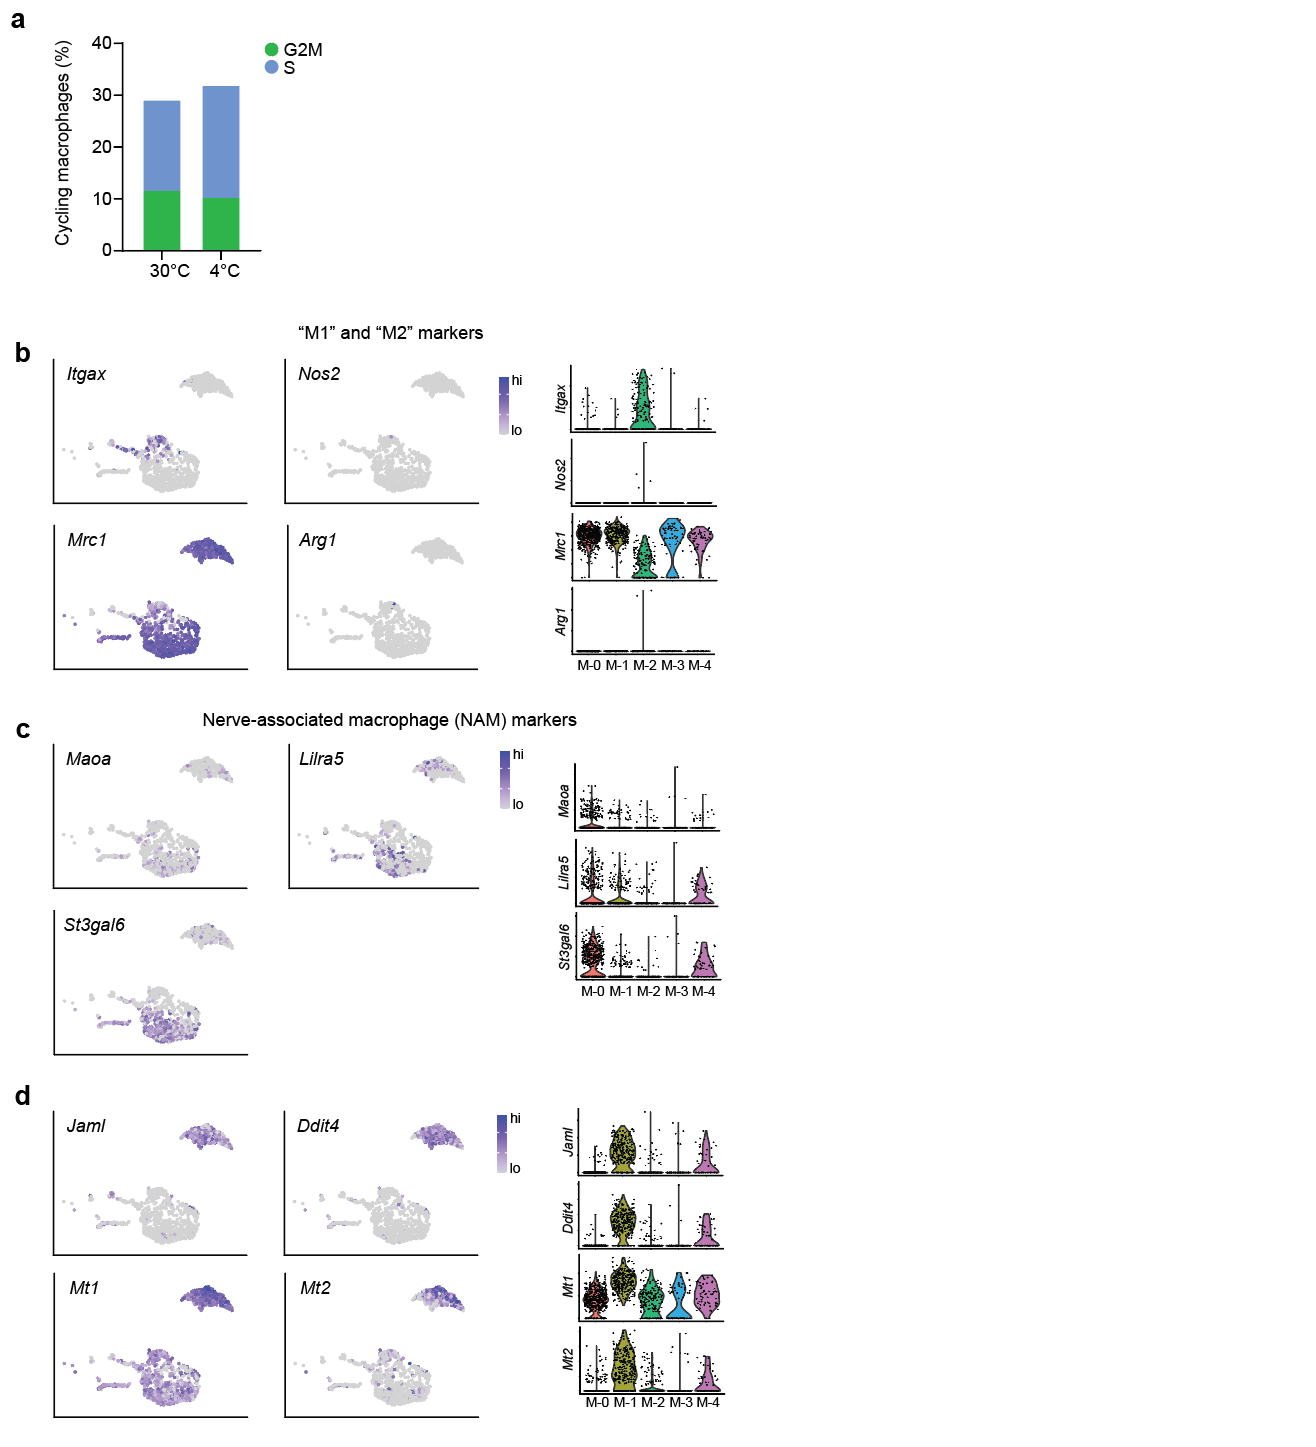

**Fig. S3: Cholinergic adipose macrophages exhibit heterogeneous gene signatures. Related to Fig. 3.** **a** G2M and S phase proliferating cells as a proportion of total ChAT-eGFP+ macrophages. **b-d** Feature (left) or violin (right) plots showing expression of “M1” and “M2” marker genes (**b**), nerve-associated macrophage (NAM) genes (**c**), and genes enriched in cluster M-1 (**d**).

**
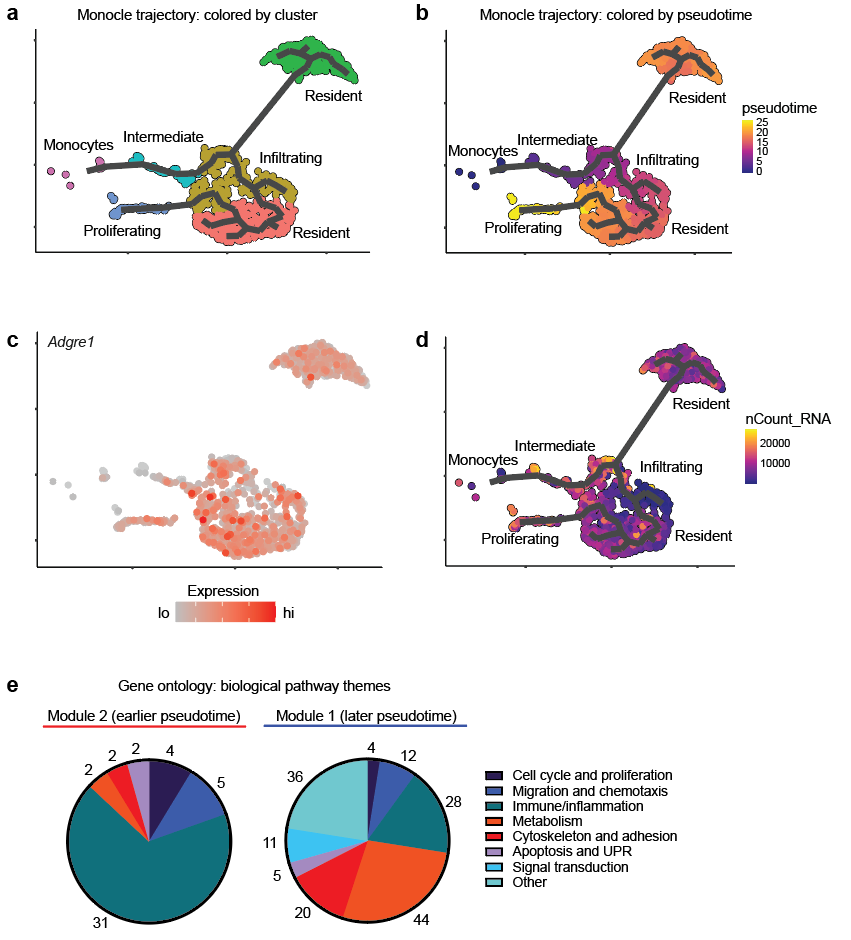
**

**Fig. S4: Origins and differentiation of cholinergic adipose macrophages. Related to Fig. 4.** **a** Trajectory analysis of ChAT-eGFP+ macrophages showing the trajectory trailmap across all clusters and partitions. **b** The trajectory trailmap colored by pseudotime. **c** *Adgre1* (F4/80) expression in ChAT-eGFP+ macrophages. **d** The total number of gene transcripts (nCount_RNA) in ChAT-eGFP+ macrophages with the trajectory trailmap overlaid. **e** Genes from modules 1 (right) and 2 (left) of Monocle trajectory analysis were subjected to statistical overrepresentation testing of enriched biological pathways across pseudotime. The broad themes of enriched pathways in each module are shown, with the number of GO terms shown next to each pie slice.

How the deposited data were processed for this re-analysis (not part of the article)

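Cells positive for ChAT-eGFP from the stromal vascular fraction of inguinal fat were profiled by single-cell RNA sequencing in 4 libraries, 2 at 30 °C and 2 after 4 h at 4 °C, each from 4 pooled mice. The counts were made by the authors with Cell Ranger 3.0.0 on mm10 and are as deposited UMI counts per gene and cell, without normalization. Their values were checked to be whole numbers.

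Cells were filtered per library as the methods state, with 100 genes per cell and 10 cells per gene, then more than 200 and fewer than 5000 genes and less than 7.5% mitochondrial counts. The paper's text does not say whether the limit of 10 cells per gene was applied per library, and it was applied per library here, which left 16040 genes in the union of the libraries. Cells were log-normalized and clustered in Seurat 5.3.0 under R 4.3.3, with 2000 variable genes, 25 components and a resolution of 0.1, and macrophages with a resolution of 0.3. Ties among variable genes were ordered by gene. Clusters were named by lists of marker genes.

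UMI counts were summed per library and cell type and tested with edgeR 4.0.16 (TMM, quasi-likelihood, Benjamini-Hochberg adjustment, threshold 0.05), with DESeq2 1.42.0 and a Wilcoxon test over cells as alternatives. All adjusted p values of single genes and interactions come from edgeR unless another tool is named. Gene sets were tested with limma 3.58.1, by camera with a correlation of 0.01 and by fry. Shares and scores were compared over libraries by exact permutation tests with scipy 1.17.1. Doublets were scored with Scrublet in scanpy 1.11.5. Cells were reduced to 4300 UMIs (all cells), 2900 (macrophages) or 4500 (the subset of M-2), the 10th percentile of depth in each group. Intervals of shares are Clopper-Pearson at 95%, also for a share of 0. In ratios of UMIs, a count of 0 was given an upper limit of 3 counts. Tests were also run on simulated data, where edgeR recovered most of the changes put into macrophages, B cells and T cells. Of its calls, 6.95%, 3.70% and 4.28% were false. The simulated counts had the same dispersion for all genes of a cell type and few changed genes (195 tested in macrophages). In the data the spread differs between genes, and far more genes were called in macrophages and T cells. These rates need not hold there. In macrophages, DESeq2 recovered 70.8% of the changes with 0% of its calls false, and edgeR recovered 89.2%. The test of the interaction recovered fewer than edgeR did within each cell type. It recovered 59.4% for macrophages against T cells and 44.7% for macrophages against B cells (with 7.29% of its calls false). For B cells against T cells it recovered 71.4%.

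Genes named in the text are the 5 largest rises and the 5 largest falls among genes past the threshold that changed the same way in all comparisons of libraries, and the genes the paper names. Further genes, such as members of the gene sets, markers of clusters and the NK and DC genes, were named after their values had been seen. Comparisons, this rule and the list of alternatives were set before the data were examined. Several genes of the glucocorticoid-response list, however, were read in the paper's Table S2, which comes from the same macrophages. The alternatives were other filters on cells, removal of doublets, other cluster settings, macrophages picked by 3 marker genes, other tests, other filters on low counts, the replicate number as a block, the immunoglobulin genes left out, and each library left out in turn.

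Several choices were made after values had been seen. These are the removal of subclusters with B or T cell genes before the macrophage tests, which follows the methods, the clusters that make up B cells and T cells, the filter on genes per library, the share of 50% for naming clusters, the settings for the subset of M-2, the genes used to estimate RNA of other cell types and its estimate per subcluster, αβT cells alone, the B cell cluster alone, macrophages without M-2 or without cells with an Xcr1 or Flt3 UMI, the Wilcoxon test on the scale of Table S2, the detection of Fkbp5 and of the genes of Fig. S3D, and the order of ties. With an earlier order of ties, single cells changed between macrophage subclusters and M-2 parted into 3 groups. Flow cytometry, imaging and culture experiments were not analysed here, and Monocle3, CIPR and PantherDB were not used here. Results for some genes are not reported here.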

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

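The tests of RNA from B and T cells, of DCs among macrophages and of the mix of T cell clusters were chosen after the results had been seen.

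The change of Chat between temperatures differed between cell types by a test of the difference itself. It was larger in macrophages than in T cells by 1.71 on the log2 scale and larger than in B cells by 1.64. RNA of B and T cells in macrophage droplets would bring a mean of 5.07 CPM of Chat at 4 °C, and that of DCs of the kind in the DC cluster 2.41 CPM, against 22.7 and 22.5 CPM measured, which argues against RNA of these cells as the whole cause. At 30 °C they would cover most of the 7.28 and 3.99 CPM measured, so the size of the ratio depends on this background. Xcr1+ DCs, rare in the DC cluster, are argued against as the whole cause by the macrophages without M-2. There the log2 fold change of Chat was 1.73 (adjusted p = 0.00417). It exceeded that in T cells by 1.41 and that in B cells by 1.40, both past the threshold. Over all alternatives for Chat in macrophages, the adjusted p ranged from 4.0e-08 to 0.0242. A response of macrophages to cold may explain the difference. The 24 h at room temperature before the cold, which only the mice at 4 °C had, stays open and was not tested.

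Glucocorticoid-response genes, a set the paper does not discuss, were lower at 4 °C in B cells (median log2 fold change -0.667, adjusted p = 0.0427 from fry) and in T cells (-1.28, adjusted p = 0.00562 from fry). Several genes of this list were read in the paper's Table S2, which comes from the same macrophages. Values in macrophages are therefore no independent evidence, which also limits the counts over all 3 cell types. Of 15 genes tested in macrophages, B cells and T cells, 10 changed in the same direction in all 3 (66.7%) and 5 passed the threshold in all 3. Of all 8765 genes tested in the 3 cell types, which come from the same libraries, 43.7% changed in the same direction in all 3 and 44 also passed the threshold in all 3. In αβT cells alone the median was -1.33, which argues against the mix of T cell clusters. Time of day cannot be told apart from temperature, since the hour of collection per library was not used here and 5 of 10 clock genes changed in the same direction in all 3 cell types, none past the threshold in all 3. As a set, the clock genes were lower at 4 °C under fry in macrophages (adjusted p = 0.0480) and T cells (0.0222) and not in B cells (0.253), and under camera they did not pass the threshold in any of the 3 (0.177 to 0.453). In αβT cells alone the clock genes did not pass it either (adjusted p = 0.267 from fry and 0.907 from camera). Stress of the cell isolation cannot be told apart either, since 8 of 10 dissociation genes changed in the same direction in all 3 and none passed the threshold in all 3. As a set, their medians were above those of the glucocorticoid-response genes and positive, 0.33 in macrophages, 0.086 in B cells and 0.071 in T cells. The set did not pass the threshold in any of them under fry (adjusted p = 0.386, 0.845 and 0.449) or camera (0.153, 0.858 and 0.453). A difference in circulating glucocorticoids between the mice is a candidate explanation, and handling and the 24 h at room temperature stay open with it.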

How the results depend on the processing

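The settings that keep the subclusters with B or T cell genes, take the B cell cluster or αβT cells alone, add proliferating T cells, leave out M-2 or cells with an Xcr1 or Flt3 UMI, or put the Wilcoxon test on the scale of Table S2 were chosen after seeing the data.

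Of the alternatives for the main results, apart from libraries left out, 104 kept the direction and the side of the threshold or stayed within the spread between replicates, 12 were weaker, 2 stronger, 5 moved and 2 reversed. The number of macrophage genes past the threshold, 1458, was 744 with DESeq2, 795 with the Wilcoxon test over cells, 692 with that test on the scale of Table S2, and 689 when the B and T cell subclusters were kept as well. With the replicate block it was 1669, but the libraries share only a number. The deviations of replicate 1 from the mean of its temperature had a correlation across genes between temperatures of 0.0780 in macrophages, 0.218 in B cells and 0.0578 in T cells. With the block, the adjusted p from fry was 0.193 for heme scavenging, 0.146 for resident markers and 0.146 for glucocorticoid response in macrophages, and 0.120 and 0.0828 for glucocorticoid response in B cells and T cells, none past the threshold, while camera kept all 5 calls. That of the clock genes was 0.193 in macrophages and 0.202 in T cells. The cause of these differences in number was not tested.

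Chat in T cells had a log2 fold change of 0.12 with a mitochondrial limit of 15%, 0.13 with no upper limit on genes, 0.32 with proliferating T cells added and 0.067 in αβT cells alone, none past the threshold. Over all alternatives for T cells, some of which passed it, the adjusted p ranged from 0.00629 to 0.645. Chat in B cells was 0.46 and passed it in the B cell cluster alone. The difference of 0.0013 between B cells and T cells became 0.38 and passed the threshold between the B cell cluster and the αβT cell cluster alone. The excess in macrophages was 1.91 over αβT cells alone and 1.52 over the B cell cluster alone. Without M-2 it was 1.41 over T cells and 1.40 over B cells, and without cells with an Xcr1 or Flt3 UMI 1.73 and 1.67, each past the threshold. Among cells with a Chat UMI only, the difference was 0.38 in macrophages, 0.063 in B cells, 0.028 in T cells and 0.042 in all cells. By construction, this setting leaves out changes in the share of cells with a Chat UMI.

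Under fry, the sets of chemokines (median 0.24, adjusted p = 0.108), MHC class II (0.24, 0.108), LAM markers (0.32, 0.147) and NAM markers (0.75, 0.118) did not pass the threshold, while heme scavenging, resident markers, clock genes (0.0480) and glucocorticoid response did. With at least 10 counts in every library, heme scavenging (adjusted p = 0.121 from fry, with a range of 0.121 to 0.193 over the alternatives) and resident markers (0.0521, with a range of 0.0521 to 0.146) did not pass under fry either, nor did clock genes (0.431, with a range of 0.193 to 0.431). The cluster most confined to 30 °C held 71.0% of macrophages at 30 °C, and 7.51% without the genes of Table S2 among the variable genes. These genes were chosen by the study for a difference between the temperatures in the same cells, so this setting works against such a cluster by construction and says nothing about its stability. The difference in cycling share, -0.484 points over the means of libraries, reversed to 2.29 with no upper limit on genes and to 3.46 with all UMIs of each cell, and the share pooled over cells at equal depth was higher at 4 °C (36.0% and 37.4%). The cause was not tested. For single genes named in the text, 295 alternatives kept the call and 13 were weaker.

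With a library left out, values for genes are differences of mean log2 CPM with a prior count of 2, which over all 4 libraries gave 1.86 for Chat in macrophages and medians of -1.69, -0.625 and -1.28 for glucocorticoid-response genes in macrophages, B cells and T cells. Across the 4 sets of libraries that each left out one, the log2 fold change of Chat ranged from 1.50 to 2.24 in macrophages, 0.23 to 0.48 in B cells, 0.23 to 0.46 in T cells and 0.17 to 0.38 in all cells. With the filter on low counts applied to each set of libraries, the median ranged from -0.0042 to 0.61 for chemokines, 0.12 to 0.44 for MHC class II, -0.50 to -0.28 for heme scavenging, -0.71 to -0.39 for resident markers, 0.018 to 0.69 for LAM markers and 0.44 to 0.89 for NAM markers. For glucocorticoid-response genes it ranged from -1.98 to -1.59 in macrophages, -0.852 to -0.730 in B cells and -1.30 to -1.09 in T cells. For B cells the 15 genes were also those over all 4 libraries, whose median of -0.625 lies outside this range, since a median over few genes can fall on another gene when a library is left out. For chemokines and heme scavenging the filter kept further genes (31 to 33 in place of 29, and up to 8 in place of 7), and for the genes tested over all 4 libraries the median ranged from 0.0729 to 0.697 and from -0.327 to -0.0520. The difference in macrophage share ranged from 0.0454 to 5.84 points, in B cell share from -8.97 to 3.10, in T cell share from -0.524 to 1.18 and in cycling share from -5.00 to 4.04, and that of the ACh score from 0.00591 to 0.0129. Chat in macrophages has no value for genes with at least 10 counts in every library, since one library held 8. With 2 libraries per temperature, no share could pass the threshold by permutation.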

Differences from the paper's values

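The paper reports 688 genes changed by cold in macrophages, and 1458 passed the threshold here. Of the alternatives set before the data were examined, DESeq2 (744) and the Wilcoxon test over cells (795) narrowed the gap most. Both stayed above 688. The other filters on cells or low counts, picked macrophages, the replicate block and the immunoglobulin genes left out gave 1270 to 2079. The Wilcoxon test on the scale of Table S2, chosen after seeing the values, gave 692, and 689 with the B and T cell subclusters kept. The paper's Table S2 holds 327 genes higher and 361 lower at 4 °C, against 742 and 716 here. Of the alternatives set before, the same settings came nearest. DESeq2 gave 355 and 389, and the Wilcoxon test 337 and 458, of which 458 stayed well above 361. The settings chosen after seeing the values gave 321 and 371 or, with the subclusters kept, 328 and 361.

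On the scale of Table S2, the log2 fold change of Tgfb3 was -0.39, and the paper's value is -0.37 (-0.366 against -0.390 with 3 digits). Macrophages picked by marker genes (-0.374), a mitochondrial limit of 15% (-0.395) and no upper limit on genes (-0.384) put it within the error, and removal of doublets (-0.387) did not. The limit of 15% moved it away from the paper's value, and it counts as within the error there because the error was 0.0395, against 0.0193 before. With picked macrophages the error was 0.104. With the B and T cell subclusters kept, a setting chosen after seeing the values, it was -0.367.

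The paper lists Chat among the changed genes of macrophages. It passed the threshold here, but is not in the paper's Table S2. In the Wilcoxon test on its scale with the subclusters kept, chosen after seeing the values, Chat had a log2 fold change of 0.21 (adjusted p = 1).

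The paper states that Chat did not change in T cells. It passed the threshold here with 0.35, and did not with a mitochondrial limit of 15% (0.12) or no upper limit on genes (0.13), nor, in settings chosen after seeing the values, with proliferating T cells added (0.32) or in αβT cells alone (0.067). T cells here leave out proliferating T cells. The paper's figure gives T cells as 37% of cells at each temperature. That is nearer to T cells with proliferating T cells added (36.8% at 30 °C and 37.3% at 4 °C) than to those used here (30.7% and 31.0%). The difference from the paper may thus come from the set of cells. The paper states that Chat rose in B cells, where 0.36 did not pass the threshold. It passed in the B cell cluster alone (0.46, adjusted p = 4.9e-04), a setting chosen after seeing the values. Over all alternatives for B cells, this setting included, the adjusted p ranged from 4.9e-04 to 0.428. The paper states a rise of Chat over all cells, where 0.27 did not pass the threshold under any alternative run (adjusted p 0.129 to 0.349). The paper's violin plots use only cells with a Chat UMI. Among these, the difference in B cells was 0.063, with both libraries at 4 °C above both at 30 °C (exact permutation p = 0.333, the smallest possible). It was 0.028 in T cells and 0.042 over all cells (exact permutation p = 0.667 for each).

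The paper names heme scavenging among the enriched functions, from Reactome terms. A list of 7 genes written for this theme had a median of -0.26 here, with 5 genes lower at 4 °C, 2 of them past the threshold. With at least 10 counts in every library, the list did not pass under fry (adjusted p = 0.121). The list is not the Reactome term, so the values do not test the paper's result itself. The paper describes a larger share of macrophages at 4 °C, and without replicate 1 at 4 °C the difference was 0.0454 points. It states that the number of proliferating macrophages rose in the cold. With all UMIs of each cell the number rose here too, from 108 to 216 cells among more macrophages, and the share differed by 3.46 points. At equal depth the mean share of the libraries differed by -0.484 points, and by 2.29 points with no upper limit on genes. Pooled over cells at equal depth, it was 36.0% at 30 °C and 37.4% at 4 °C. The score also placed cells outside M-4 in these phases, where Mki67 was rare. M-4 itself held 28 cells at 30 °C and 29 at 4 °C. Its share of macrophages was 9.71% and 5.56% in the replicates at 30 °C and 5.26% and 2.15% at 4 °C, so M-4 shows no rise. The paper describes expression of Itgax in M-2 and of Mrc1 in M-0 and M-1 as separate, and 65 of 103 cells of M-2 with Itgax also carried Mrc1. It describes an intermediate group of macrophages, which did not separate among the 171 cells of M-2. With an earlier order of ties among the variable genes, replaced after values had been seen so that a repeat run gives the same clusters, the cells of M-2 parted into 3 groups. It describes fewer clusters than the 13 found here, and 12 were found after removal of doublets.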

Other observations

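The test of the macrophage share was chosen after the result had been seen.

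The size of the higher mean share of macrophages at 4 °C may rest on one library. Without replicate 1 at 4 °C the difference was 0.0454 points, inside the gap between the replicates at 30 °C. With a mitochondrial limit of 15%, no upper limit on genes or doublets removed, both libraries at 4 °C lay above both at 30 °C (exact permutation p = 0.333 for each, the smallest possible). A biological difference between pools of mice stays open and was not tested.

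The cluster with B and T cell genes may consist of doublets of B and T cells. Its median depth was 1.73 times that of B cells, near the sum of the medians of B and αβT cells (13495.5 UMIs), and Scrublet marked most of its cells. Cells in contact that were not separated are not distinguished from droplets with 2 cells by this test.

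M-1, found at 30 °C alone, did not come from one library, since its largest library gave 55.1% of its cells. A response shared by cell types may underlie it, as glucocorticoid-response genes, with a median of -1.76 in macrophages, were also lower in T cells (-1.28). Several genes of this set were read in the paper's Table S2, from the same macrophages. Their fall in macrophages is therefore no independent evidence. Fkbp5, a gene of this set, was detected in 76.1% of M-1 and 5.26% of M-0 at equal depth, and its log2 fold change in macrophages was -4.73. Of the genes past the threshold in macrophages, 1264 were tested in T cells, of which 66.0% changed in the same direction. This was little more than the 58.7% of the 7629 genes not past it in macrophages. In B cells the gap was wider, with 71.2% of 1286 such genes against 59.0% of the 7650 genes not past it. All these cell types come from the same libraries.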
